# UBR7 inhibits HCC tumorigenesis by targeting Keap1/Nrf2/Bach1/HK2 and glycolysis

**DOI:** 10.1186/s13046-022-02528-6

**Published:** 2022-11-24

**Authors:** Liang Zhao, Min Kang, Xiaomeng Liu, Zhenran Wang, Yan Wang, Haiqiang Chen, Wenhui Liu, Shiqian Liu, Baibei Li, Chong Li, Antao Chang, Bo Tang

**Keywords:** Hepatocellular carcinoma, UBR7, Keap1-Nrf2-Bach1 signaling, Glycolysis, Monoubiquitination

## Abstract

**Background:**

Glycolysis metabolism is an attractive target for cancer therapy. Reprogramming metabolic pathways could improve the ability of metabolic inhibitors to suppress cancers with limited treatment options. The ubiquitin–proteasome system facilitates the turnover of most intracellular proteins with E3 ligase conferring the target selection and specificity. Ubiquitin protein ligase E3 component N-recognin 7 (UBR7), among the least studied E3 ligases, recognizes its substrate through a plant homeodomain (PHD) finger. Here, we bring into focus on its suppressive role in glycolysis and HCC tumorigenesis, dependent on its E3 ubiquitin ligase activity toward monoubiquitination of histone H2B at lysine 120 (H2BK120ub).

**Methods:**

In this study, we carried out high-throughput RNAi screening to identify epigenetic candidates in regulating lactic acid and investigated its possible roles in HCC progression.

**Results:**

UBR7 loss promotes HCC tumorigenesis both in vitro and in vivo. UBR7 inhibits glycolysis by indirectly suppressing HK2 expression, a downstream target of Nrf2/Bach1 axis. Mechanically, UBR7 regulates H2BK120ub to bind to *Keap1* promoter through H2BK120ub monoubiquitination, thereby modulating Keap1 expression and downstream Nrf2/Bach1/HK2 signaling. Pharmaceutical and genetic inhibition of glycolytic enzymes attenuate the promoting effect of UBR7 deficiency on tumor growth. In addition, methyltransferase ALKBH5, downregulated in HCC, regulated UBR7 expression in an m6A-dependent manner.

**Conclusions:**

These results collectively establish UBR7 as a critical negative regulator of aerobic glycolysis and HCC tumorigenesis through regulation of the Keap1/Nrf2/Bach1/HK2 axis, providing a potential clinical and therapeutic target for the HCC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-022-02528-6.

## Background

According to the latest global cancer statistics (2020), liver cancer has become the seventh most commonly diagnosed cancer and the third leading cause of cancer death worldwide. Hepatocellular carcinoma (HCC) comprises 75%-85% of the cases [1]. The heterogeneity of the disease poses immense challenges in developing effective diagnostic methods and treatments. In this case, it is an urgent matter to clarify the molecular mechanisms underlying the oncogenesis and malignant features of HCC.

Ubiquitination is a highly conserved and tightly controlled post-translational modification in eukaryotes. As critical players in the ubiquitination process, E3 ubiquitin ligases selectively transfer the ubiquitin from the E2 enzyme to substrate and confer specificity to ubiquitination [2–4]. The ubiquitin protein ligase E3 component N-recognin (UBR) family is a unique class of E3 ubiquitin ligases characterized by a 70-residue zinc finger-type UBR-box domain, which is essential for recognition of N-degrons, the N-terminal residues that destabilize a protein [5, 6]. So far, seven UBR box E3 ligases have been identified in mammals. Despite the presence of a UBR-box, UBR7 does not recognize the canonical N-degron sequence [7]. Instead, it has evolved with an atypical plant homeodomain (PHD) finger harboring a unique Cys4-His2-Cys2 motif as a putative chromatin-binding module that does not exist in any other UBR family members [8, 9]. Recently, UBR7 has been found to monoubiquitinate histone H2B or act as a histone chaperone for post-nucleosomal histone H3[ 9–11]. Moreover, a novel nucleotide biosynthesis regulatory role for UBR7 has been identified in NOTCH1-driven T cell acute lymphoblastic leukemia [12, 13]. Besides these findings, the cellular functions of UBR7 and its role in tumorigenesis remain largely uncharacterized.

Aerobic glycolysis or the Warburg effect was originally found in liver cancer [14], characterized by enhanced glucose uptake and lactate production, which is implicated in the regulation of angiogenesis, drug resistance, immune evasion, metastasis and proliferation in HCC [15]. Hexokinase (HK) is one of the three rate-limiting enzymes in aerobic glycolysis and catalyze the first important irreversible step by phosphorylating glucose. HK2 is the most efficient isoform at promoting this process with well-established regulatory mechanisms [16]. HK2 is highly expressed in HCC tissues and has been directly linked to clinical stages and poor clinical outcomes. HK2 silencing enhances the sensitivity of HCC to drugs like metformin or sorafenib [17–19]. Thus, HK2 is considered to be a highly promising metabolic target for HCC treatment.

In the present study, we demonstrate that UBR7 exerts the tumor suppressive function in HCC through targeting Keap1/Nrf2/Bach1/HK2 axis and aerobic glycolysis, which depends on its E3 ubiquitin ligase activity toward monoubiquitination of histone H2B at lysine120 (H2BK120Ub).

## Methods

### Mice

The UBR7^fl/fl^ mice were purchased from Cyagen Biosciences Inc. (Guangzhou, China). The liver tissue-specific UBR7 knockout mice were obtained by crossing UBR7^fl/fl^ mice with Alb-Cre mice. One year later, Alb-Cre;UBR7^fl/fl^ mice were dissected, and the tumour in the liver was observed and stained with H&E. In addition, the survival time of Alb-Cre;UBR7^fl/fl^ mice was analysed. 8-week-old mice (WT and Alb-Cre;UBR7^fl/fl^) were used to extract primary liver cells. All mice have a C57BL/6 genetic background. All mice were maintained in SPF conditions. All mice used in this study are male. All animal experiments were conducted in accordance with the care and guidelines for laboratory animals of the National Institutes of Health.

### Cell lines

The human HCC cell line Huh-7 was from Cell Resource Center, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences, MHCC-97L was from the Liver Cancer Research Institute of Zhongshan Hospital of Fudan University (Shanghai, China), BEL-7402 and BEL-7404 were purchased from Shanghai Aolu Biotechnology Co., Ltd. (Shanghai, China). HepG2 cell line was purchased from ATCC (American Type Culture Collection, ATCC). All hepatocellular carcinoma cells were cultured with DMEM (Biological Industries, Israel) and 10% FBS (Biological Industries, Israel) medium. The cell culture environment was 37 °C with 5% CO_2_ and saturated humidity.

### High-throughput screening

In the high-throughput screening, a lentiviral library (3D-HTS technology) of 1122 unique shRNAs targeting 561 human epigenetic modifiers was used. In the initial screening, 1 × 10^3^ MHCC-97L cells were seeded in each well of a 96-well plate and infected with different lentiviruses in an arrayed manner. Seventy-two hours after infection, cells were treated with 3% O_2_. The supernatant was collected and the concentration of secreted lactic acid was determined by ELISA. In the second screening, three separate siRNAs were designed and synthesized for the candidate genes, transfected into MHCC-97L cells, and treated as in the initial screening. A gene is considered positive if it is scored by at least two siRNAs.

### RNA-seq analysis

Eight-week-old WT and Alb-Cre;UBR7^fl/fl^ mice were used, first dissecting the mouse liver tissue, then cutting the liver tissue into small pieces, and finally digesting and extracting primary liver cells. The TRIzol RNA reagent was then used to extract total RNA from primary liver cells. cDNA library construction and sequencing were performed on the Illumina HiSeq platform. Bowtie2 was used to compare high-quality readings with the human reference genome (GRCh38). 

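The table that the authors deposited for the RNA-seq samples gives FPKM (sequenced fragments divided by transcript length and by the total of mapped fragments) for 208848 transcripts. All 208848 carry human Ensembl transcript identifiers and 0 carry mouse Ensembl identifiers, although the samples are labelled as mouse liver cells. A numeric suffix closes 197250 of the identifiers, and another 156 end in a tag that marks the Y chromosome copy of a pseudoautosomal transcript, that is, a transcript of a region shared by the X and Y chromosomes. Values above 0 were given for 155316 transcripts (74.4%) in WT and for 142932 transcripts (68.4%) in Alb-Cre;UBR7 fl/fl, and 50149 transcripts were listed at 0 in both. The table holds no coordinates, gene names or genome build. A human annotation was not used here, and 0 of the identifiers were found in the mouse gene table that was used. That table was searched by its gene identifiers, which no transcript identifier could match, so the 0 says nothing about the organism.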

Differential genes were analysed by DESeq2 software.

### Lactate Assay, Glucose Uptake Assay and ATP Assay

Lactate assay kit (ab65330), Glucose Uptake Assay (ab136955) and ATP assay (ab83355) were purchased from Abcam. The detection of lactate, glucose uptake and ATP levels were carried out according to the method recommended by the kit.

### In vivo tumorigenesis

HepG2 cells overexpressing or knocking out UBR7 were injected subcutaneously into nude mice. The volume of xenograft tumours was measured weekly. After 32 days, the xenograft tumour was taken out and weighed.

### MTT and Colony formation

The appropriate amount of HCC cells was seeded in 96-well plates. 0.5 mg/ml MTT was added when the cells were cultured to 12 h, 24 h, 48 h and 72 h. After incubating for 4 h, 150 μl of DMSO was added and mixed. Measure the OD value of each period using a spectrophotometer. An appropriate amount of HCC cells was seeded in 6-well plates, cultured for 14 days, and the medium was changed twice a week. The cell clone forming ability was photographed through a microscope and the number of clones larger than 25 μm was counted.

### Methylated RNA immunoprecipitation qPCR (MeRIP-qPCR)

The MeRIP-qPCR assay was performed to determine the m^6^A level of UBR7. Total intracellular RNA was extracted by using TRIzol reagent. Anti-m^6^A antibodies or anti-immunoglobulin G (IgG; Cell Signaling Technology) (3 µg) was first conjugated to protein A/G magnetic beads and mixed with 100 µg aliquot of total RNA in IP buffer containing RNase/protease inhibitors. m^6^A-modified RNA was eluted twice with 6.7 mM N^6^-methyladenosine 5’-monophosphate sodium salt at 4 ºC for 1 h.

### Statistical analysis

Statistical analyses were performed using SPSS software. Statistical significance between the means of a minimum of three groups was determined using unpaired two-tailed Student’s t test, two-way ANOVA, or linear regression analysis. The data are expressed as an average ± S.D. *p* < 0.05 was considered statistically significant. All results are representative of at least three independent experiments.

## Results

### RNAi screening identifies epigenetic candidates in regulating lactic acid

To explore the epigenetic regulators of glycolysis in HCC cells, we performed a cell-based high-throughput small hairpin RNA (shRNA) screening in MHCC-97L cells by using lactate assay kit to measure the change of lactate acid in the supernatant after 3% O_2_ treatment for 12 h. The screening library consists of 1,122 unique shRNA-expressing lentiviruses, targeting 561 candidate genes encoding modulators of chromatin structure and function (Fig. 1A). According to the fold changes in lactate acid secretion after shRNA transfection, 9 genes were identified in the primary screening, including UBR7, silencing of which enhanced lactate acid change by more than twofold. Meanwhile, knockdown of the other candidate genes, including PXN, GMPS, TPL1 also led to elevated lactate acid levels, whereas silencing of the other 5 genes, including PSMA3, ZBTB5, PHF3, TRIM26, and TGM4, inhibited lactate acid generation. A secondary screen was then conducted to further validate the 9 primary hits by single small interfering RNAs (siRNAs) targeting each candidate. Three individual siRNAs were specifically designed for each gene, and a positive hit was defined as significant changes in lactate acid secretion caused by transfection of at least two siRNAs. After the secondary screen, only UBR7 and PXN came out as positive hits (Fig. 1B).

**Fig. 1:**
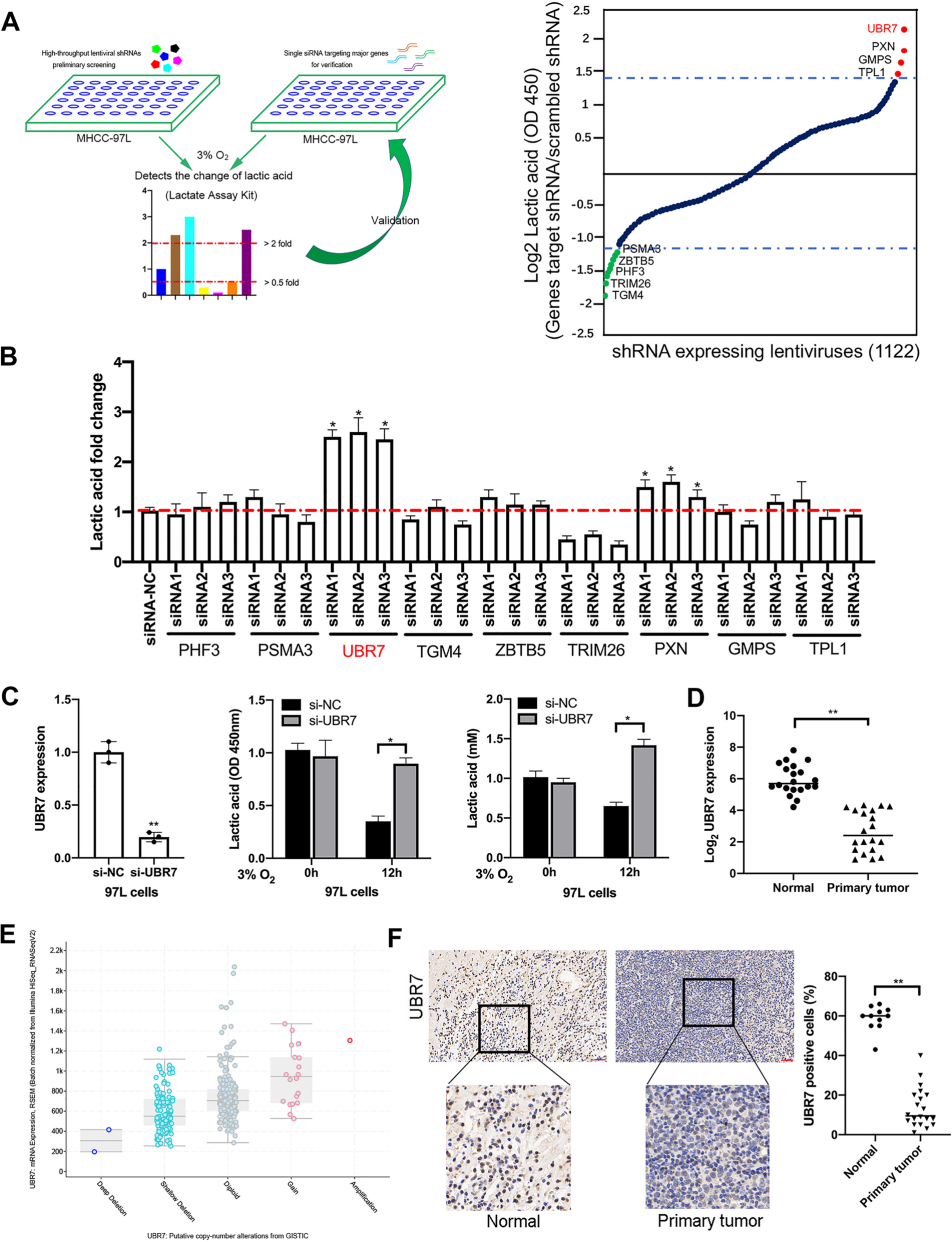
RNAi screening identifies epigenetic candidates regulating the change of lactic acid. **A** Left: a two-stage screening strategy diagram of a lentivirus-mediated shRNA library and siRNA. Right: the fold change of lactate in MHCC-97L cells transfected with 1,122 targeted shRNA followed by 3% O_2_ treatment for 12 h. Targeting genes that significantly increase or decrease lactate changes are highlighted in red or green, respectively. **B** Fold changes of the lactate of MHCC-97L cells transfected with siRNAs for secondary validation followed by 3% O_2_ treatment as in (**A** Right). **C** qRT-PCR analysis of UBR7 expression (left), and ELISA of Lactic acid secretion (right, middle) of 97L cells transfected with scrambled siRNA (si-NC) or siRNA specific for UBR7 (si-UBR7), followed by 3% O_2_ treatments as in (**A** Right). **D** qRT-PCR analysis of UBR7 expression in HCC tissues (*n* = 20) and normal liver tissues (*n* = 20). **E** The UBR7 gene copy-number is analysed in the tissues of patients with hepatocellular carcinoma in the GISTIC database. **F** IHC staining and statistics of UBR7 protein expression levels in liver cancer tissues and normal liver tissues. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01. The scale bar in **F** is 100 μm

Subsequently, our preliminary functional screening showed that lactate acid secretion was significantly higher in UBR7-silenced MHCC-97L cells compared to that in control cells in response to 3% O_2_ treatment for 12 h (Fig. 1C). Similar elevation of the lactate acid secretion was also observed in the UBR7-silenced Huh-7 and HepG2 cells transiently transfected by siRNA (Supplementary Fig. 1B-D). Previous studies have reported the importance of zinc-coordinating His163 and His166 in the catalytic activity of UBR7, the mutation of which would affect the E3 ubiquitin ligase activity toward monoubiquitination of histone H2B [9]. To further confirm the role of UBR7 in HCC glycolysis, BEL-7402 cells expressing wild-type (UBR7-WT) and H163S/H166S catalytic-mutant (UBR7-CM) UBR7 were constructed and functional screening was performed. Obviously, overexpression of UBR7-WT, but not UBR7-CM, significantly inhibited the lactate acid secretion in BEL-7402 cells, suggesting that the inhibitory effect of UBR7 on lactate acid levels was probably dependent on its E3 ubiquitin ligase activity toward monoubiquitination of histone H2B **(**Supplementary Fig. 1A).

Furthermore, by comparing the mRNA level of UBR7 in HCC tissues (*n* = 20) and normal liver tissues (*n* = 20), we found that the expression of UBR7 was significantly lower in primary tumors than that in normal tissues (Fig. 1D), which is consistent with the putative lower gene copy-number of UBR7 in tumor samples from GISTIC database (Fig. 1E). In contrast to normal adjacent tissues, UBR7 protein levels were notably lower in primary tumor tissues, implying the potential tumor-suppressive activity of UBR7 in HCC (Fig. 1F). Taken together, these data suggest that UBR7 plays a potent role in regulation of lactate acid levels in HCC, which might contribute to tumor suppression.

### UBR7 inhibits HCC proliferation and tumorigenesis

To characterize the influence of UBR7 on cell proliferation, we compared UBR7 silencing and overexpression in HCC cell lines. HepG2 and Huh-7 cells were transfected with lentiviral vectors encoding human UBR7 inserts or shRNAs, and the expression of UBR7 was measured by immunoblotting (Supplementary Fig. 2A, 3B). UBR7 overexpression apparently inhibited the viability and colony formation of HCC cells, as determined by MTT and colony formation assays; whereas deficiency of UBR7 led to an increase of viability and colony formation in HCC cells (Fig. 2A**,** Supplementary Fig. 2C-F). Importantly, such inhibitions caused by UBR7 overexpression were not obvious in HCC cells transfected with UBR7-CM, which again highlighted the importance of UBR7’s catalytic activity on its tumor-suppressive function (Supplementary Fig. 2G, 2H). UBR7 overexpression significantly inhibited cell invasion while UBR7 knockdown increased cell invasion in HepG2 and Huh7 cells (Supplementary Fig. 2I, 2 J). Moreover, UBR7 overexpression promoted cell apoptosis, but UBR7 silencing had the vice versa effect (Supplementary Fig. 2 K). Consistent with the above in vitro observations, xenograft mice implanted with HepG2 cells bearing UBR7 inserts exhibited reduced tumor volume and weights compared to control models, whereas exceeding tumor formation was found in xenografts established with injection of UBR7-deficient HepG2 cells (Fig. 2B). Taken together, these data implied that UBR7 might suppress HCC tumorigenesis by inhibiting cell viability, colony formation, proliferation and cell invasion.

**Fig. 2:**
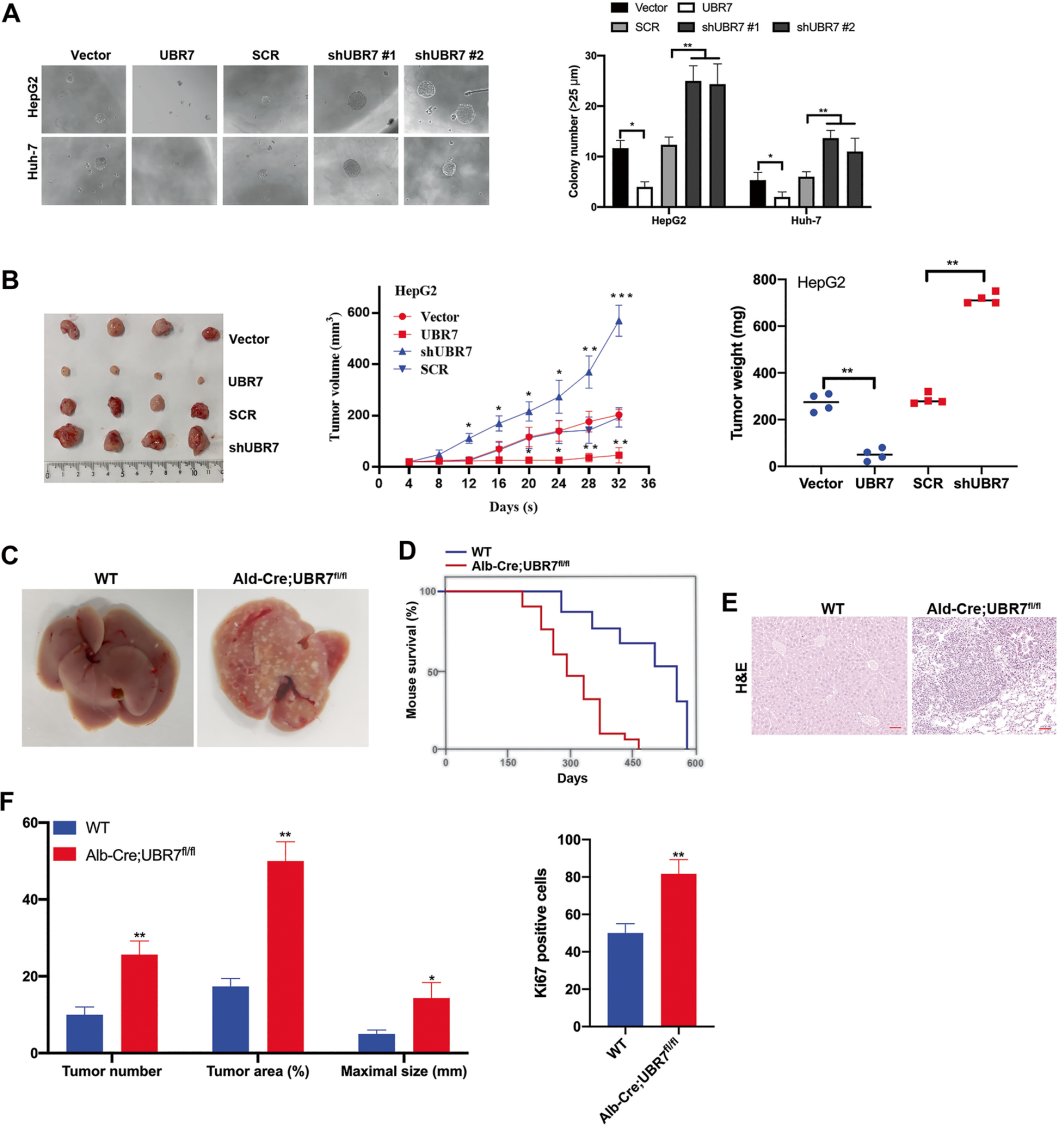
UBR7 inhibits HCC proliferation and tumorigenesis. **A** The clone formation sphere experiment analysed Huh-7 and HepG2 cells overexpressing or knocking out UBR7. **B** The overexpression or knockout of UBR7 cells constructs xenogeneic tumours subcutaneously in nude mice (left). Tumour volumes (mm^3^) (middle) and the weight (right) of mouse xenografts implanted with HepG2 cells. **C** The liver morphology of UBR7^WT^ (WT) and Alb-Cre;UBR7^fl/fl^ mice. **D** Survival analysis of UBR7^WT^ (*n* = 24) and Alb-Cre;UBR7^fl/fl^ mice (*n* = 19). **E** Representative H&E staining images for sections of livers in UBR7^WT^ and Alb-Cre;UBR7^fl/fl^ mice. **F** Quantification of tumour area (%), number, maximal size (mm) (left), and Ki67 positive cells (%) (right) in UBR7^WT^ and Alb-Cre;UBR7^fl/fl^ mice. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.01. The scale bar in **A **and **E** was 100 μm

To further explore the function of UBR7 on HCC tumorigenesis, we generated liver-specific UBR7 knockout mice (Alb-Cre; UBR7^fl/fl^ mice) by crossing UBR7^fl/fl^ mice with albumin-Cre mice, and UBR7 silencing in the liver was confirmed by immunoblotting and IHC staining (Supplementary Fig. 3A, 3B). At 9 months of age, Alb-Cre; UBR7^fl/fl^ mice developed visible tumors, which were barely seen in their WT littermates (Fig. 2C). Compared with their control littermates, Alb-Cre; UBR7^fl/fl^ mice displayed notably shorter survival (Fig. 2D). Histologically, H&E staining of livers from 9-mo-old Alb-Cre; UBR7fl/fl mice showed apparent HCC features like clear-cell dysplasia. (Fig. 2E). Additionally, Alb-Cre; UBR7^fl/fl^ mice exhibited faster disease progression with increased tumor numbers, tumor areas, maximal sizes and Ki67 expression (Fig. 2F). Collectively, the above findings indicate that UBR7 depletion promotes HCC tumorigenesis both in vitro and in vivo.

### UBR7 inhibits glycolysis by negatively regulating HK2

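RNA-seq measures the abundance of each transcript from the number of sequenced fragments that align to it. The experiment comprised 6 samples, 3 from WT mice and 3 from Alb-Cre;UBR7 fl/fl mice, in which Cre recombinase under the albumin promoter deletes Ubr7 in liver cells. The mice were 8 weeks old and the cells freshly digested from liver according to the methods of the paper, whereas the sample labels describe cultured, conditionally immortalized liver cells. The authors deposited 1 FPKM column per genotype, each named as a mean value. With 1 value per genotype, no error between replicates can be given. The read depth was recovered from the steps between low FPKM values. An FPKM is a whole number of reads divided by the transcript length and the read total, so that the ratio of the columns falls on ratios of whole numbers once multiplied by the ratio of the totals. Of the 23202 transcripts above 0 and under 1 FPKM in both columns, 53.7% fell on ratios of whole numbers up to 6. The smallest totals that fitted were 24495956 reads in WT and 14197506 reads in Alb-Cre;UBR7 fl/fl, a 1.73-fold difference in depth. With these totals, whole reads gave the deposited values of 99.97% of the 158699 transcripts above 0 in at least 1 column. The median transcript above 0 then had at least 114 reads in WT and at least 70 in Alb-Cre;UBR7 fl/fl. Summed over transcripts, the recovered reads came to 3.94 times the total in each column. Reads counted on several transcripts would give such an excess. This was not tested, and the totals are only the smallest that fitted. The genotypes were compared on log2(FPKM + 1), which understates the change of transcripts with low values, over the 116955 transcripts with at least 1 FPKM in at least 1 genotype. The targeted gene, Ubr7 (ENSMUSG00000041712.7), is a protein-coding gene on the plus strand of chromosome 12 of GRCm38, from 102757967 to 102777707 in GENCODE M21. Its level was not analysed here, because a human annotation that names the genes of the identifiers was not used here, and the genotype of the columns was therefore not checked against the targeted gene.

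**Figure D1:**
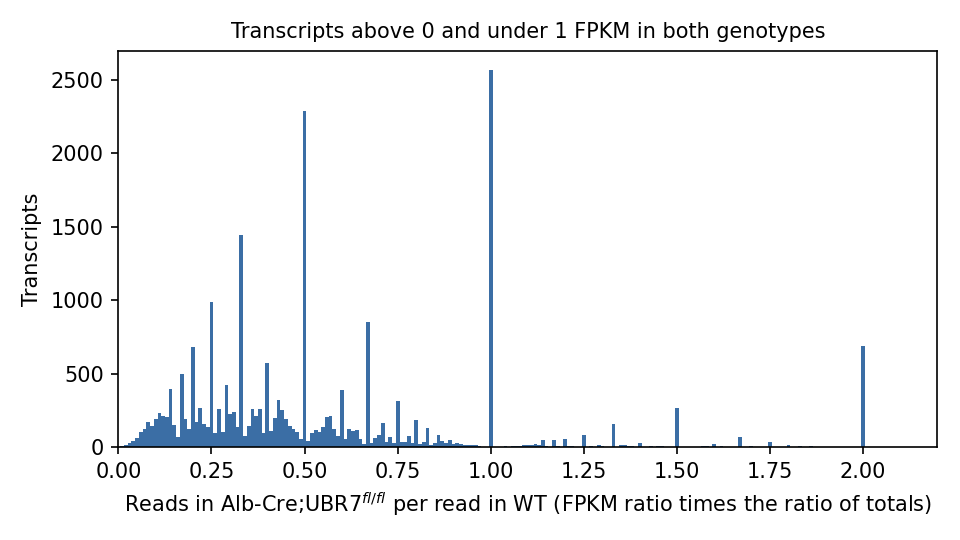
Reads in Alb-Cre;UBR7 fl/fl per read in WT (x axis, the ratio of the FPKM values multiplied by the ratio of the read totals) against the number of transcripts (y axis) for the transcripts above 0 and under 1 FPKM in both genotypes; 707 transcripts lie beyond the right end of the axis. The tallest bar, of 2569 transcripts, stands at 1 read per read, and other narrow bars stand at further ratios of small whole numbers.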

To gain insight into potential mechanisms contributing to the UBR7-suppressed liver tumorigenesis, RNA-sequencing (RNA-seq) transcriptome analyses were performed with hepatocytes isolated from WT and Alb-Cre; UBR7^fl/fl^ mice. As a result, a total of 104 genes were significantly up-regulated, and 369 genes were down-regulated in liver of Alb-Cre; UBR7^fl/fl^ mice (Fig. 3A). 

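In the deposited FPKM values, 90 transcripts were higher in Alb-Cre;UBR7 fl/fl than in WT by at least 2 on the log2(FPKM + 1) scale, and 1037 were lower by at least as much. The number 2 is the fold limit drawn in Fig. 3A. The added 1 makes the limit used here stricter than a plain log2 ratio for transcripts with low values. The 90 and 1037 are counts of transcripts and not of genes, and they rest on the fold alone. With 1 value per genotype the differences have no replicate check, and no p-value was computed. The transcripts past the limit made up 0.964% of those compared, and 92.0% of them were lower in Alb-Cre;UBR7 fl/fl. Of the higher transcripts, 23 were listed at 0 in WT, and of the lower transcripts, 114 were listed at 0 in Alb-Cre;UBR7 fl/fl. The choice that moved the counts most was the fold limit, since 1013 transcripts were higher and 5615 lower by at least 1 on the same scale. The transcript with the largest rise, ENST00000430575.1_2, had 298 FPKM in Alb-Cre;UBR7 fl/fl, from at least 3427 reads, and was listed at 0 in WT. It was followed by ENST00000250784.12_1, with 196 FPKM from at least 3626 reads in Alb-Cre;UBR7 fl/fl, which was also listed at 0 in WT. For these transcripts 3 reads in WT would have given at most 0.151 and 0.0938 FPKM, respectively, a floor that covers counting error only. Both are listed among the 750 transcripts that lie between the blocks of pseudoautosomal Y chromosome identifiers, as are 33 of the 90 higher and 0 of the 1037 lower transcripts. The transcript with the largest fall, ENST00000611954.4_1, went from 516 FPKM (at least 1377 reads) in WT to 3.88 FPKM (at least 6 reads) in Alb-Cre;UBR7 fl/fl, a log2 difference of -6.73. The next, ENST00000618863.1_2, went from 791 FPKM (at least 9613 reads) to 8.95 FPKM (at least 63 reads), a log2 difference of -6.32. The 2 rises are listed in adjacent rows (208070 and 208071) and the 2 falls in nearby rows (59876 and 59879). Whether the transcripts of each pair belong to 1 gene or share reads was not tested. The genes of these identifiers were not looked up, as a human annotation was not used here.

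**Figure D2:**
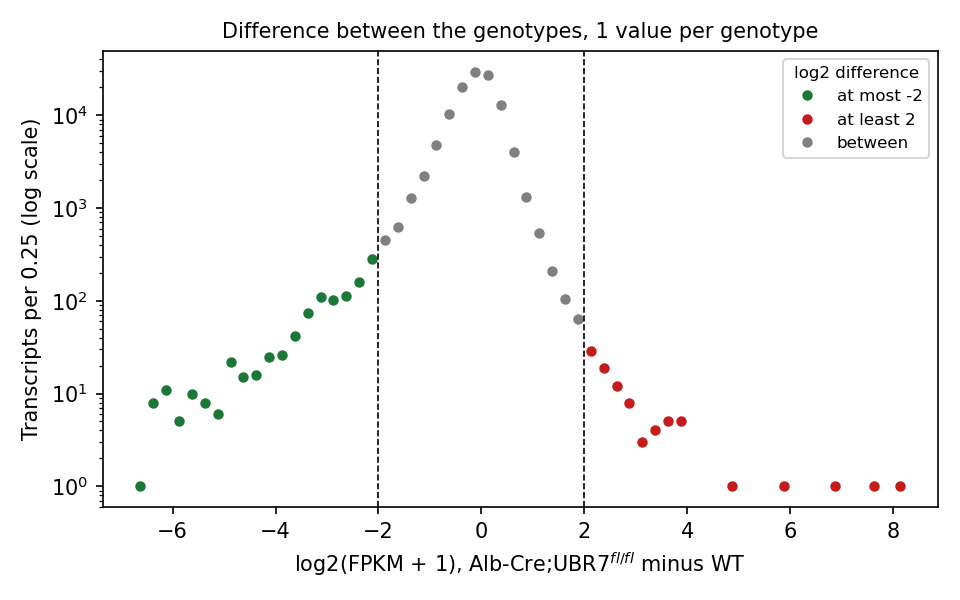
Number of transcripts (y axis, log scale) in each interval of 0.25 of the difference in log2(FPKM + 1) between Alb-Cre;UBR7 fl/fl and WT (x axis), for the transcripts with at least 1 FPKM in at least 1 genotype. Dashed lines mark -2 and 2. The 1037 transcripts at or below -2 reach -6.73, and the 90 transcripts at or above 2 reach 8.22.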

As shown in Fig. 3B, among the top 10 enriched Gene Ontology (GO) pathways, both metabolism and glycolysis pathways stood out as one of the most significantly enriched ones, suggesting the essential role of UBR7 in mediating metabolism and glycolysis. 

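The transcripts past the fold limit are described here by level and by position in the table. Their pathways were not analysed here, since no human annotation was used to assign the identifiers to genes. The median value of the higher transcripts was 0.170 FPKM in WT and 9.46 FPKM in Alb-Cre;UBR7 fl/fl. The median value of the lower transcripts was 14.6 FPKM in WT and 0.945 FPKM in Alb-Cre;UBR7 fl/fl. At least 1 FPKM in both genotypes was found for 32 of the higher and 512 of the lower transcripts. The transcripts past the limit were listed close together. When those within 10 rows of each other were joined, the higher transcripts formed 23 groups and the lower transcripts 174 groups, whereas the same numbers of transcripts drawn at random from those compared formed a median of 90 and 971 groups over 100 draws. Transcripts of 1 gene that are listed together and share reads would by themselves form fewer groups than random rows. The difference is therefore no evidence about the genotype. From the pathways enriched among the differentially expressed genes in Fig. 3B, the paper proposes an essential role of UBR7 in metabolism and glycolysis.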

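An enrichment over a ranked list takes in every gene and not only those past a limit. Of the transcripts ranked by their difference in log2(FPKM + 1), 46664 (39.9%) were higher in Alb-Cre;UBR7 fl/fl and 70291 (60.1%) were lower. These shares depend on where 0 is set: 54.4% were higher after quantile normalization, and 56.2% after median centring, which shifts every transcript by the same amount. They therefore give no direction for the transcripts as a whole. The median difference was -0.09 as deposited, 0.04 after quantile normalization and 0.06 after median centring. As deposited, the central 95% of transcripts lay between -1.32 and 0.69. A difference smaller than 1 was found for 94.3% of them, and across transcripts, which are not independent replicates, Spearman's rho between the genotypes was 0.949. The members of the metabolism and HK2-based gene sets were not analysed here, so that their place in this ranking is not given.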

Besides the metabolism core gene set regulated by UBR7-dependent transcription in HCC, Gene Set Enrichment Analysis (GSEA) also uncovered the HK2-based signature under regulation of UBR7. Given that HK2 is highly expressed in HCC and is the most efficient isoform of hexokinase in promoting aerobic glycolysis, we next investigate whether UBR7 could mediate the HK2 expression in HCC. Apparently, increased expression of HK2 was observed in liver cells of Alb-Cre; UBR7^fl/fl^ mice compared to their WT littermates **(**Fig. 3C). Similarly, in HepG2 and Huh-7 cells, UBR7 silencing elicited upregulation of HK2, whereas its overexpression caused downregulation of HK2 (Supplementary Fig. 4A-D). However, Co-IP analysis revealed no notable difference in ubiquitination of HK2 between scramble and UBR7-overexpressing cells, supporting that HK2 might not be a direct target of UBR7 (Supplementary Fig. 4E).

**Fig. 3:**
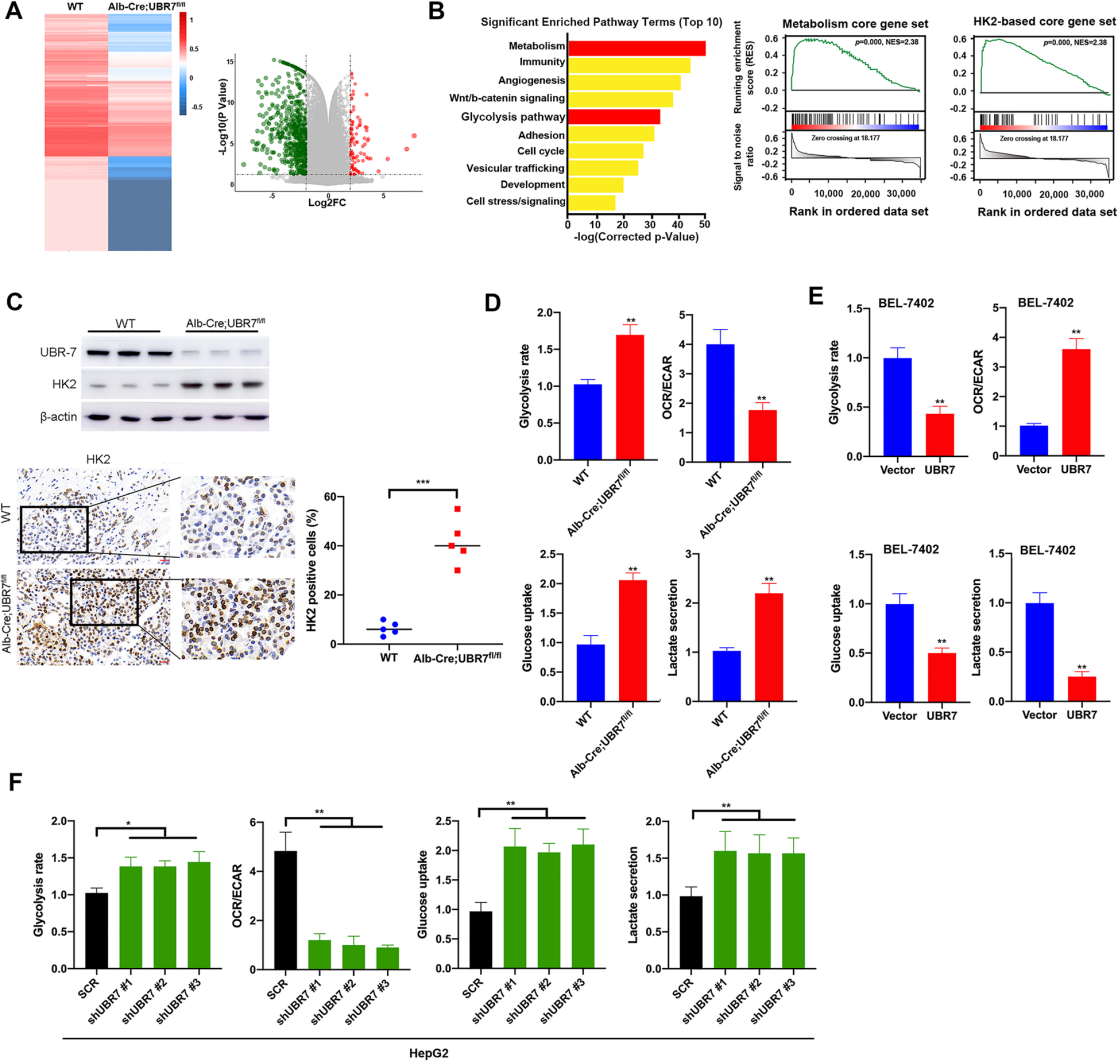
UBR7 inhibits glycolysis by negatively regulating HK2. **A** Left: heatmap summarising genes differentially expressed in the Alb-Cre;UBR7^fl/fl^ livers compared to UBR7^WT^ (WT) livers via RNA-sequencing (RNA-seq) analysis. Right: volcano plots of the differentially expressed genes with 104 up-regulated genes and 369 down-regulated genes. **B** Left: Gene Ontology (GO) analysis showed different genes in (**A**). Right: Gene Set Enrichment Analysis (GSEA) output images of two chosen pathways displaying a correlation of differentially regulated genes in Alb-Cre;UBR7^fl/fl^ liver with the “Metabolism core gene” set and “HK2-based core gene” set. **C** Immunohistochemical and Western blot analysis of the expression level of HK2 in Alb-Cre;UBR7^fl/fl^ and WT liver. **D** WT and Alb-Cre;UBR7^fl/fl^ mouse primary liver cells were analysed for glycolysis efficiency, the oxygen consumption rate (OCR), glucose uptake and lactate secretion levels. **E**, **F** Glycolysis efficiency, the oxygen consumption rate (OCR), glucose uptake and lactate secretion levels were detected in UBR7 overexpressing BEL-7402 or UBR7 knockout HepG2 cells. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001. The scale bar in (**C**) is 100 μm

Since both metabolism and glycolysis were identified as the most significantly altered pathways in UBR7 knock-out hepatocytes, we next examined whether UBR7 was a crucial factor in regulating HCC metabolism, especially glycolysis. Primary liver cells from WT and Alb-Cre; UBR7^fl/fl^ mice were thus analyzed for glycolysis efficiency, in terms of the oxygen consumption rate (OCR), glucose uptake and lactate secretion levels. As expected, elevated glycolysis rate and glucose uptake were found in UBR7^fl/fl^ mouse hepatocytes. Moreover, UBR7^fl/fl^ mouse hepatocytes exhibited significantly reduced OCR and lactate secretion (Fig. 3D). Similar results were found in UBR7-deficient HepG2 and BEL-7404 cells (Fig. 3F, Supplementary Fig. 4G), whereas the opposite trend was observed upon excessive expression of UBR7 in BEL-7402 and BEL-7404 cells (Fig. 3E, Supplementary Fig. 4F). These findings altogether imply that UBR7 might inhibit glycolysis by indirectly suppressing HK2 expression in HCC.

### HK2-stimulated glycolysis mediates the UBR7 deficiency-induced metastasis and invasive phenotype

The inhibitory effects of UBR7 on HK2 expression, aerobic glycolysis and tumorigenesis in hepatocytes prompted us to further explore the underlying connection. As UBR7 negatively regulate HK2, a critical rate-limiting enzyme in aerobic glycolysis, we thus set out to examine whether UBR7 exerts its function depending on HK2 in HCC. To this end, stable Huh-7 cell lines expressing both UBR7 and HK2 inserts were established (Fig. 4A). Obviously, forced expression of HK2 almost completely rescued the glycolysis rate and ATP levels in Huh-7 cells with excessive expression of UBR7 (Fig. 4B). Meanwhile, cell migration and colony formation abilities of Huh-7 cells were also significantly reversed by HK2 overexpression in UBR7 background (Fig. 4C,D). Similar results were obtained in BEL-7402 cells transfected with the same inserts (Supplementary Fig. 5). As shown in (Fig. 4E**)**, the tumor size, tumor weight, incidence of lymph node metastasis, and lymph node size were evaluated in the mouse xenografts injected with the double transfected Huh-7 cells. The in vivo evidence also revealed that HK2 overexpression abolished the growth-inhibitory effect elicited by UBR7 overexpression.

**Fig.4:**
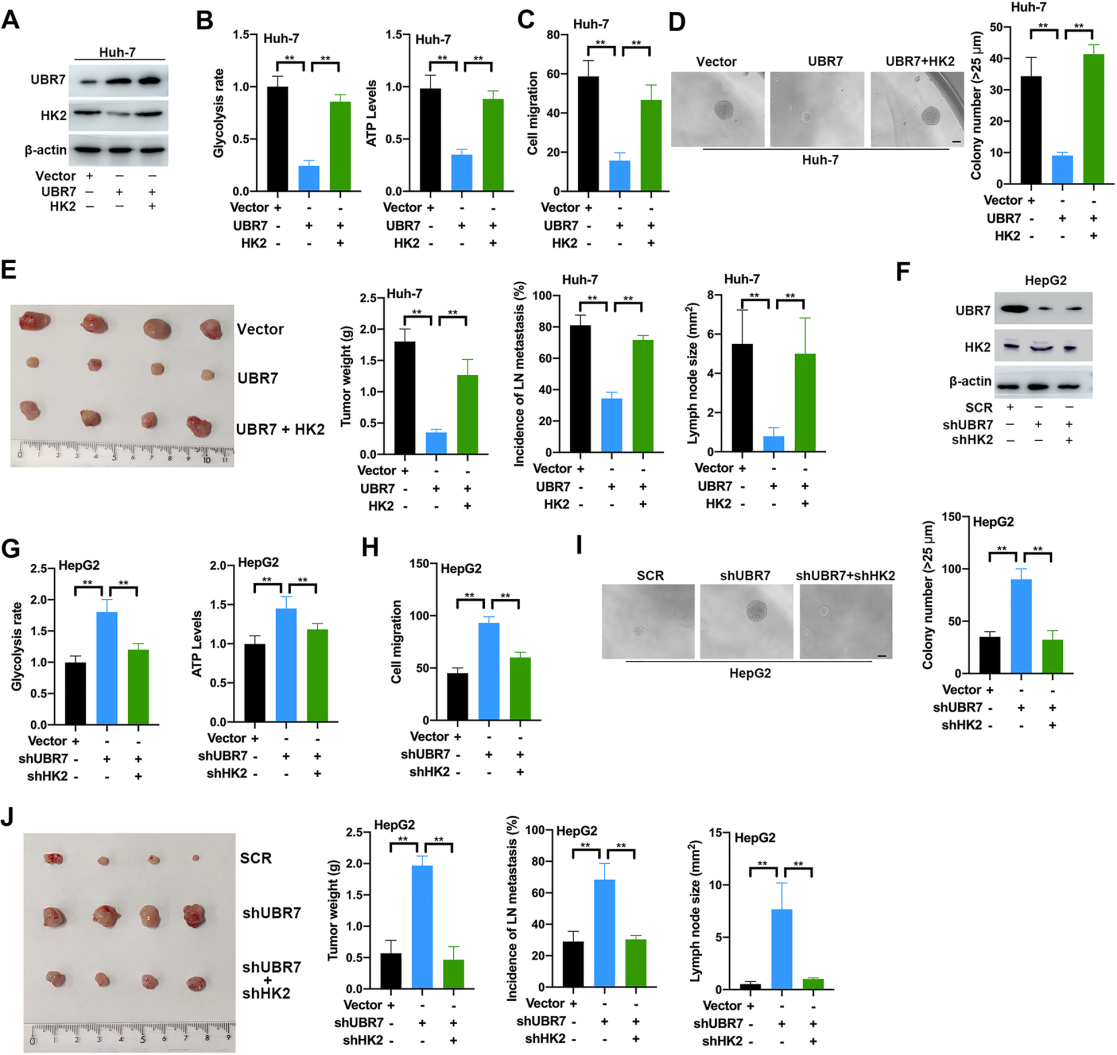
HK2-stimulated glycolysis mediates the UBR7 deficiency-induced metastatic and invasive phenotype. **A** Western blot detected Huh-7 cells stably overexpress UBR7 and HK2. **B-D** Glycolysis rate, ATP level, cell migration and clone formation ability were detected in Huh-7 cells overexpressing UBR7 or/and HK2. (**E**) Left: Xenograft tumour and tumour weight were constructed by the subcutaneous injection of Huh-7 cells overexpressing UBR7 and HK2 alone or together. Right: incidence of LN metastasis and Lymph node size level after Huh-7 cell tail vein injection. (**F**)Western blot detected HepG2 cells knockout UBR7 or/and HK2. **G-I** Glycolysis rate, ATP level, cell migration and clone formation ability were detected in HepG2 cells with the knockout of UBR7 or/and HK2. **J** Left: Xenograft tumour and tumour weight were constructed by subcutaneous injection of HepG2 cells knocking-out UBR7 and HK2 alone or together. Right: incidence of LN metastasis and Lymph node size level after HepG2 cells knocking-out UBR7 and HK2 alone or together in the tail vein injection. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01. The scale bar in (**D**) and (**I**) was 100 μm

Likewise, stable HepG2 cell lines transfected with both UBR7 and HK2 shRNAs were also established to test the role of UBR7-HK2 axis in glycolysis, as well as cell proliferation and carcinogenesis (Fig. 4F). As expected, HK2 depletion also successfully abrogated the stimulatory effects on glycolysis rate, ATP levels, cell migration and colony formation in UBR7-deficient HepG2 cells (Fig. 4G-I). In agreement with previous findings, downregulation of HK2 expression fully abolished the proliferative and glycolytic phenotype in BEL-7404 cells transfected with UBR7 and HK2 shRNAs (Supplementary Fig. 6). Furthermore, coincident observations were achieved by xenograft model, showing that the promoting effects of UBR7 decline on tumor growth and metastasis was impaired by silencing HK2 (Fig. 4J). Taken as a whole, these observations indicate that HK2 is indispensable for regulation of glucose metabolism and tumorigenesis by UBR7 in HCC.

### UBR7 promotes Keap1 expression by ubiquitinating H2BK120ub on Keap1

UBR7 has been reported to modulate the ubiquitination patterns of histone H2B at lysine120 (H2BK120ub) and serve as a tumor suppressor in breast cancer [9]. HK2 is not a direct substrate of UBR7, and the effect of UBR7 on lactate acid levels depends on its E3 ubiquitin ligase activity toward H2B monoubiquitination. Therefore, we analyzed the impact of UBR7-mediated H2BK120ub on the chromatin landscape. To do so, we immunoprecipitated chromatin bound to H2BK120ub in hepatocytes isolated from WT and Alb-Cre; UBR7^fl/fl^ mice and sequenced the associated DNA (Fig. 5A). A total of 4350 genes were found to be associated with H2BK120ub in this assay. By integrating chromatin immunoprecipitation sequencing (ChIP-seq) and the above RNA-seq data, we found that H2BK120ub bound to 240 differentially expressed genes in UBR7-deficient background compared to WT background (Fig. 5B). Among the ‘‘metabolic process’’ genes that showed lower H2BK120ub binding in UBR-7 silencing than WT cells, *Keap1* was the most significantly upregulated in the RNA-seq analysis (Fig. 5C). Analysis of enriched loci (peaks) in primary liver cells from WT and Alb-Cre; UBR7^fl/fl^ mice further indicated that overall H2BK120ub signals were drastically lower on the promoter region of *Keap1* in hepatocytes from Alb-Cre; UBR7^fl/fl^ mice **(**Fig. 5D), suggesting histone monoubiquitination is associated with activation of this promoter. Consistently, the intensity of H2BK120ub was remarkably reduced in UBR7-deficient Huh-7 cells as exhibited by average density plots (Fig. 5E), which was further confirmed by ChIP-qPCR analysis (Fig. 5F). Apparently, UBR7 could bind to *Keap1* promoter, and UBR7 silencing significantly reduced H2BK120ub binding to the promoter region of *Keap1* in Huh-7 cells. Coincident observations were also obtained by Immunoblotting assay, IHC staining, and qPCR analysis, demonstrating reduced Keap1 expression in UBR7-KO primary liver cells and UBR7-deficient HepG2 and BEL-7404 cells. Meanwhile, elevated Keap1 expression was found in Huh-7 and BEL-7402 cells with ectopic expression of UBR7 (Fig. 5G, H, J, Supplementary Fig. 7A, 7B). We next performed luciferase report assay to verify the participation of UBR7 in transcriptional activation of *Keap1*. Luciferase activity from the *Keap1* promoter was significantly lower in UBR7-KO primary liver cells, UBR7-deficient HepG2 and BEL-7404 cells, whereas the Luciferase signal was dramatically increased by UBR7 overexpression in Huh-7 and BEL-7402 cells (Figs. 5I, Supplementary Fig. 7C, 7D).

**Fig. 5:**
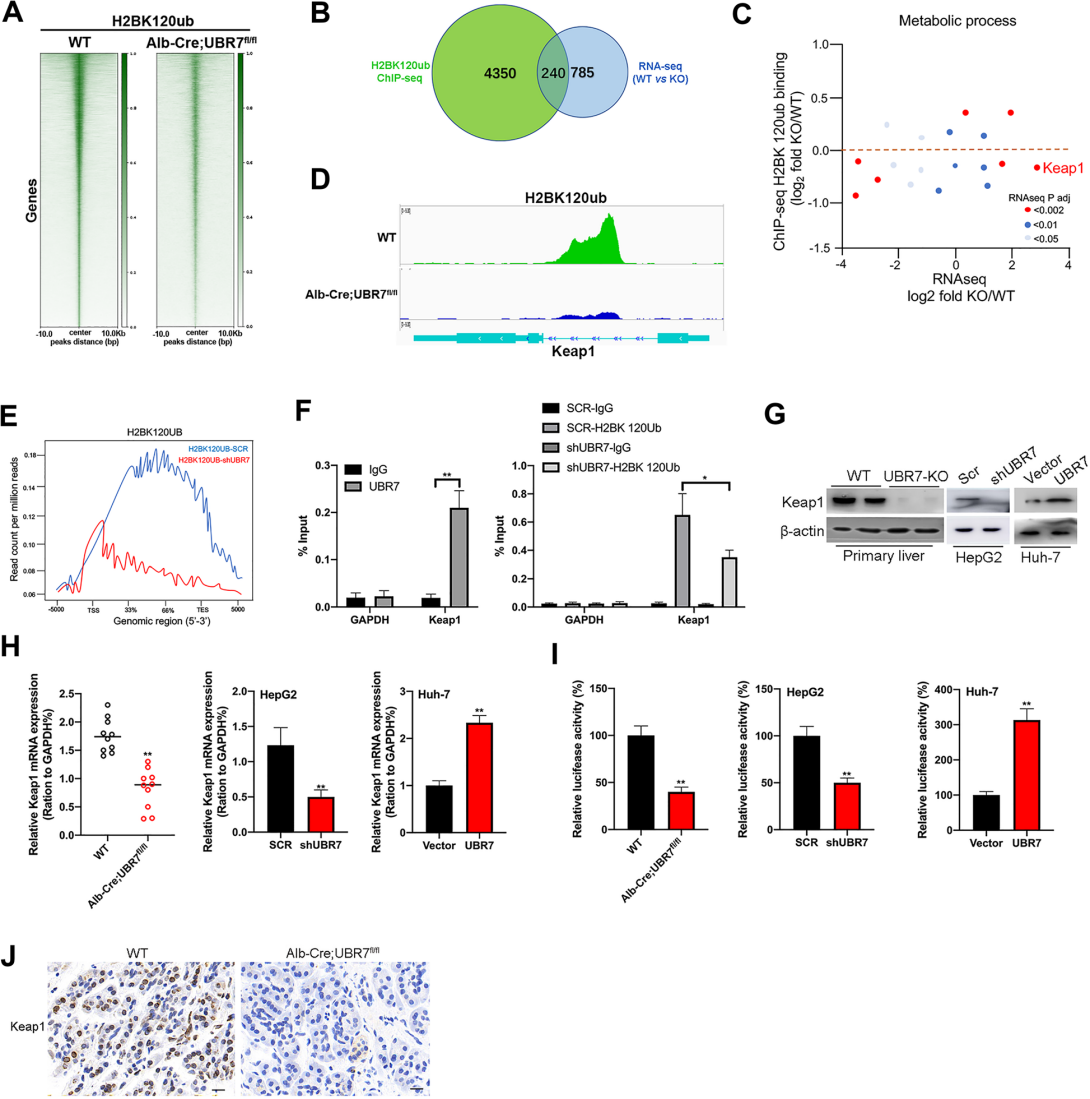
UBR7 promotes Keap1 expression levels by ubiquitinating H2BK120ub on Keap1. **A** Heatmap summarising chromatin immunoprecipitation (ChIP)-seq data for H2BK120ub, comparing liver cells from WT and Alb-Cre;UBR7^fl/fl^ mice. **B** The Venn diagram shows that the 240 genes combined with H2BK120ub in the ChIP-seq analysis and the genes regulated in the RNA-seq analysis overlap. **C** Diagram of metabolic process genes. x-axis, gene expression from RNA-seq data; y-axis, H2BK120UB binding level determined in ChIP-seq data. **D** Keap1 gene peak in liver cells from WT and Alb-Cre;UBR7^fl/fl^ mice. **E** The average gene density map of H2BK120Ub binding sites in Control (SCR) and UBR7-shRNA-expressing Huh-7 cells. **F** Left: Bar plot for quantitative PCR (qPCR) enrichment of UBR7 chromatin immunoprecipitation (ChIP) in Huh-7 cells for Keap1. GAPDH was used as a negative control. Right: Bar graph of qPCR enrichment of H2BK120Ub ChIP in Huh-7 cells expressing SCR or UBR7-shRNA. GAPDH was used as a negative control. **G**, **H**) Keap1 protein or mRNA expression levels in UBR7 KO primary hepatocytes and HepG2 cells, and Huh-7 cells overexpressing UBR7. **I** Fluorescein reporter gene analysis UBR7 bound to H2B on Keap1 in Alb-Cre;Ubr7^fl/fl^ primary hepatocytes and HepG2 cells, and Huh-7 cells overexpressing UBR7. **J** The expression level of Keap1 in WT and Alb-Cre;UBR7^fl/fl^ mice liver tissue was detected by immunohistochemistry. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01. The scale bar in **J** was 100 μm

To further characterize the role of UBR7 in regulation of Keap1 expression, full length UBR-WT and UBR-CM were transfected into Huh-7 and BEL-7402 cells. ChIP-qPCR analysis showed that UBR7-CM overexpression essentially abolished binding to the promoter region of Keap1 in Huh-7 cells, which is consistent with the observation that UBR7-CM failed to promote H2B ubiquitination and Keap1 expression (Supplementary Fig. 8A-C). Similarly, UBR7-WT, but not UBR7-CM, increased the luciferase activity on the *Keap1* promoter in Huh-7 and BEL-7402 cells (Supplementary Fig. 8D-F). These results altogether suggest that UBR7 probably upregulates Keap1 expression levels by promoting monoubiquitination of histone H2B at lysine120, which affects binding of H2BK120ub on *Keap1* promoter region and subsequent transcription activation.

### Keap1 activation and Nrf2/Bach1 pathway inhibition are required for the UBR7-induced HK2 and glycolysis suppression

Keap1 is known as principal negative regulator of NF-E2-related factor 2 (Nrf2), a master transcription mediator of anti-oxidative responses as well as glycolysis [20, 21]. Keap1 loss and Nrf2 activation promotes lung cancer metastasis by accumulating BTB domain and CNC homolog 1 (Bach1), which has been reported to stimulate transcription of HK2 triggering glycolysis-induced metastasis [22, 23]. Consistently, Keap1 deficiency resulted in elevated expression of HK2, whereas Nrf2 knockdown decreased HK2 expression in Huh-7 cells (Supplementary Fig. 8G, 8H).

Both our ChIP-seq and RNA-seq data revealed that Keap1 was enriched in metabolic process network, and HK2 is the major glycolytic enzyme, therefore, we decided to test whether Keap1-Nrf2 axis was involved in UBR7-induced glycolysis suppression. For this purpose, vectors with or without Keap1 insert were transfected into UBR7-KO primary liver cells and BEL-7404 cells to evaluate the glycolytic phenotypes. Of note, forced expression of Keap1 almost completely abrogated the glycolysis rate, glucose uptake, pyruvate levels and lactate production elicited by UBR7 deletion (Fig. 6A, Supplementary Fig. 9A-D). Meanwhile, Keap1 overexpression successfully abolished the induction of Nrf2, Bach1 and HK2 expression by UBR7 deletion, highlighting the critical role of Keap1 in this pathway (Supplementary Figs. 10A, 10B). Conversely, downregulation of Keap1 substantially rescued the glycolytic phenotypes in BEL-7402 cells overexpressing UBR7 (Fig. 6B). Concordant results were observed in immunoblotting assay, displaying that Keap1 silencing reversed the protein levels of downstream genes elicited by UBR7 overexpression (Supplementary Fig. 10C).

**Fig. 6:**
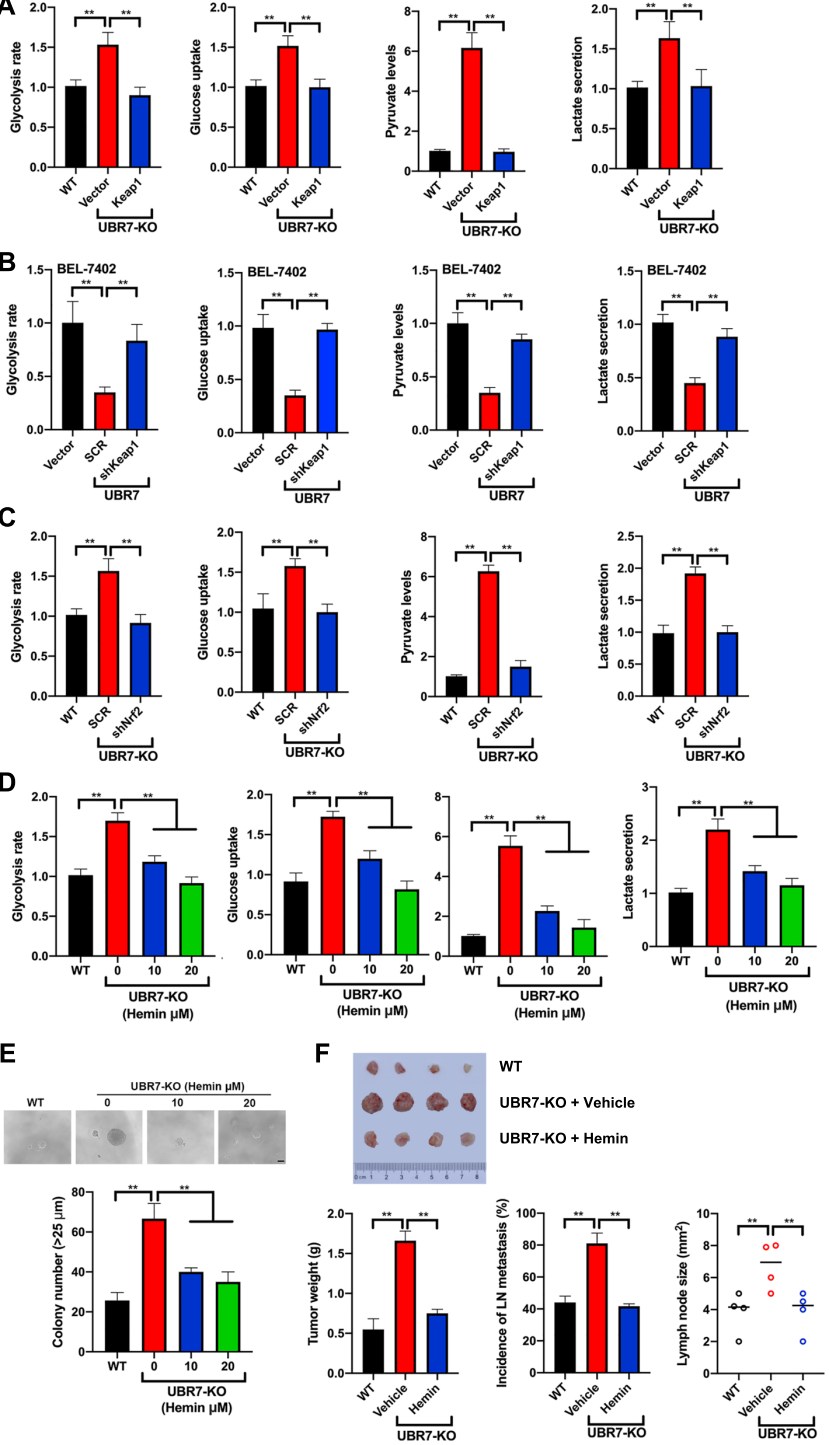
Keap1 activation and Nrf2/Bach1 pathway inhibition are required for the UBR7-induced HK2 and glycolysis suppression. **A** The levels of glycolysis, glucose uptake, pyruvate and lactate secretion in UBR7-KO cells overexpressing Keap1. **B** The levels of glycolysis, glucose uptake, and pyruvate and lactate secretion in BEL-7402 cells overexpressed UBR7 and knocked out Keap1. **C** The levels of glycolysis, glucose uptake, pyruvate and lactate secretion in UBR7-KO cells knocked out Nrf2. **D** The levels of glycolysis, glucose uptake, pyruvate and lactate secretion in UBR7-KO cells treated with Hemin. **E** The levels of colony number in UBR7-KO cells treated with Hemin. **F** UBR7-KO cells treated with Hemin were injected subcutaneously into nude mice to analyse xenogeneic tumours, tumour weight, lymph node metastasis and lymph node size levels. Data are shown as mean ± SD of three independent experiments. **p < 0.01. The scale bar in (**E**) was 100 μm

Given the well-established interplay between Keap1 and Nrf2, we next set out to determine whether Nrf2 is also implicated in UBR7-induced glycolysis suppression. To this end, we silenced Nrf2 in the UBR7-KO primary liver cells and BEL-7404 cells to evaluate the glycolytic phenotypes as well as downstream proteins. As expected, Nrf2 depletion completely abolished the glycolytic phenotypes and downstream proteins elicited by UBR7 knockout (Fig. 6C, Supplementary Fig. 10D, 11).

Bach1 functions as a molecular sensor and effector of heme, which could be inhibited by addition of hemin, a heme derivative[24]. Therefore, we first detected whether UBR7 could regulate the expression of Bach1 in Huh-7 cells. UBR7 silencing increased the expression of Bach1 while UBR7 overexpression downregulated the expression of Bach1 (Supplementary Fig. 10E, 10F). Then we treated the UBR-7 KO primary liver cells with hemin to test if Bach1 degradation would affect the HK2 expression and glycolysis. (Fig. 6D, Supplementary Fig. 10G). As expected, Hemin dramatically reduced the protein levels of Bach1 and HK2 with no alterations on Keap1 and Nrf2. Besides, Bach1 inhibition with Hemin significantly prevented the glycolysis induced by UBR7 knockout, suggesting the involvement of Bach1 in Keap1-Nrf2-mediated glycolysis and HK2 expression. Given the importance of HK2 in glucose metabolism and tumorigenesis inhibited by UBR7 in HCC, we next examined the role of its regulator Bach1 in UBR7-mediated HCC development. Notably, Hemin treatment almost fully abolished the effects of UBR7 depletion on colony formation, as well as tumor weight, lymph node metastasis, and lymph node size (Fig. 6E, F). Taken together, these data signified that Keap1 activation and Nrf2/Bach1 inhibition are essential for UBR7-induced suppression on HK2 and glycolysis.

### Glycolysis inhibition prevents UBR7 deficiency-induced tumor growth

To further characterize the connection between UBR7-mediated glycolysis and tumor growth in HCC, we next evaluated whether drugs, which target enzymes involved in glycolysis, could affect UBR7-deficiency induced tumorigenesis (Supplementary Fig. 12A). In response to HK2 inhibitors, such as 2-deoxyglucose (2-DG) and lonidamine (LND), UBR-7 KO primary liver cells exhibited about 50% lower viability and colony formation ability, showing greater dependence on glycolysis than WT cells. Inhibiting lactate secretion with the MCT-1 inhibitor AZD3965, also greatly reduced viability and colony formation ability in UBR7- KO cells. However, this inhibitory effect was not observed in response to dicholoroacetate (DCA), a pyruvate dehydrogenase kinase (PDK) inhibitor that inhibits lactate production (Supplementary Fig. 12B-E). Intriguingly, synergistic inhibition of viability and colony formation by UBR7 overexpression and glycolysis inhibitors was observed in BEL-7402 cells, suggesting the existence of other potential mediating mechanism (Supplementary Fig. 13 and 14). In vivo evidence further highlighted the importance of glycolysis in UBR7 deficiency-induced tumor growth as glycolysis inhibitors completely abolished the promoting effect elicited by silencing UBR7 (Supplementary Fig. 12F).

### ALKBH5-mediated m6A modification leads to dysregulation of Ubr7 expression.

To explore the upstream regulation mechanism of Ubr7 downregulation in HCC, we found numerous m^6^A modification sites are distributed in UBR7’s mRNA from RMBase database. RNA N6-methyladenosine (m^6^A) modification is widely involved in the metabolic reprogramming through regulating mRNA stability in tumour cancer [25]. ALKBH5 is one of the key members of the m6A demethylases and was also found to be also downregulated in HCC [26]. Interestingly, we observed that a significant positive correlation between ALKBH5 and UBR7 protein level in the Cancer Genome Atlas (TCGA) database of HCC patients (Fig. 7A). Therefore, we hypothesized that UBR7 expression is dependent on m6A modification that is regulated by ALKBH5. Indeed, compared to the control, ALKBH5 overexpression significantly increased UBR7 mRNA level and protein level in HCC cell lines (Fig. 7B, C), while ALKBH5 silencing had the reverse effect (Fig. 7D, E). Consistently, m6A measurement by using RNA-binding protein immunoprecipitation (RIP) assays showed that ALKBH5 overexpression increased m6A level of UBR7’s mRNA in HCC cells (Fig. 7F). In contrast, ALKBH5 silencing could significantly reduce m6A modification of UBR7 mRNA (Fig. 7G). We further assessed the UBR7 mRNA stability upon ALKBH6 depletion or overexpression. After treating cells with actinomycin D in order to block the de novo synthesis of RNA, ALKBH5 depletion resulted in a decreased stability of UBR7 mRNA, whereas overexpression of ALKBH5 could increase the stability of UBR7 mRNA (Fig. 7H). Together, these data reveal that ALKBH5 stabilizes Ubr7 mRNA through m6A modification and regulates its expression level.

**Fig. 7:**
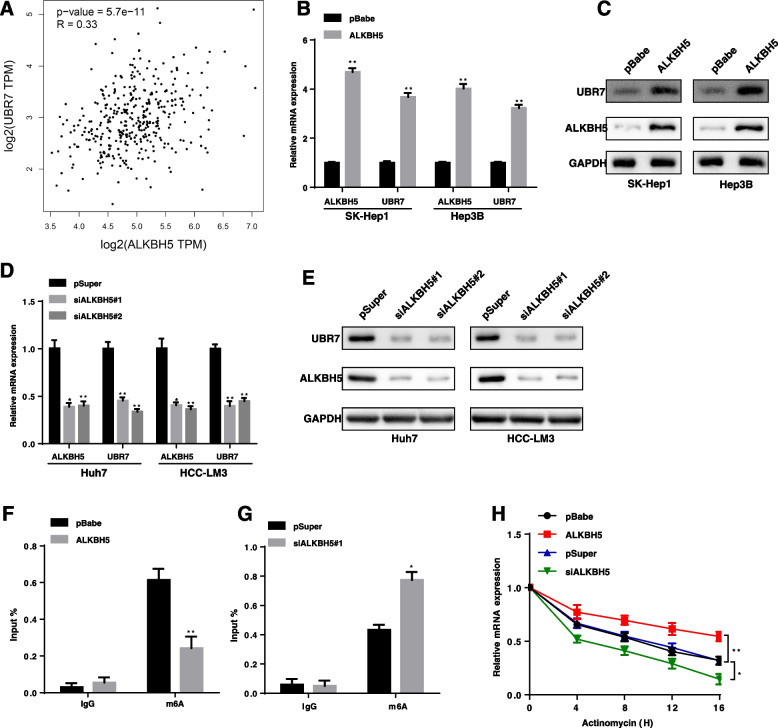
ALKBH5 regulates UBR7 expression through m6A modification. **A** UBR7 expression was positively correlated with ALKBH5 expression in an analysis of TCGA data. **B-E** qRT-PCR and western blot analysis of ALBKH5 and UBR7 upon ALKBH5 silencing or overexpression. **F, G** RIP-qPCR showed the enrichment of UBR7 m^6^A upon ALKBH5 silencing or overexpression. **H** The decay rate of UBR7 mRNA in cells treated with 2.5 mmol/L actinomycin D for indicated times upon ALKBH5 silencing or overexpression. Data are shown as the mean ± SD. ^*^P < 0.05; ^**^P < 0.01

### Clinical significance of UBR7 and the Keap1/Nrf2/Bach1/HK2 axis in human HCC tissue.

To reveal the clinical relevance of UBR7 with Keap1/Nrf2/HK2 axis in HCC, TCGA data of these genes were analyzed. In contrast to normal adjacent tissues, UBR7 and Keap1 mRNA levels were found to be notably downregulated in HCC tissues, whereas HK2 and Nrf2 were upregulated (Fig. 8A). UBR7 and HK2 expression levels were negatively correlated in HCC tissues, as were UBR7 and Nrf2. Conversely, Keap1 was positively correlated with UBR7 in HCC, as the negative regulator of Nrf2 (Fig. 8B). In line with these observations, low levels of UBR7 and Keap1 predicted poor clinical outcome in HCC, whereas high levels of Nrf2 and HK2 correlated with shorter survival of patients (Fig. 8C). These TCGA data was further confirmed by our immunohistochemical analysis of clinical specimens (Fig. 8D). Indeed, the expression level of UBR7 was positively correlated with Keap1 expression in these clinical species, but it was negatively correlated with HK2 and Nrf2 expression (Supplementary Fig. 15). Besides, the protein levels of UBR7 was significantly lower in HCC tissue, which differed with the stage of tumor development (Fig. 8E). Clinicopathological analysis was further constructed to demonstrate the clinical significance of UBR7, especially in terms of tumor diameter and differentiation (Supplementary Table 1). Overall, the results derived from human datasets and clinical samples strongly supported the possibility that UBR7 act as a tumor suppressor in HCC by regulating Keap1/Nrf2/Bach1/HK2 axis (Fig. 8F).

**Fig. 8:**
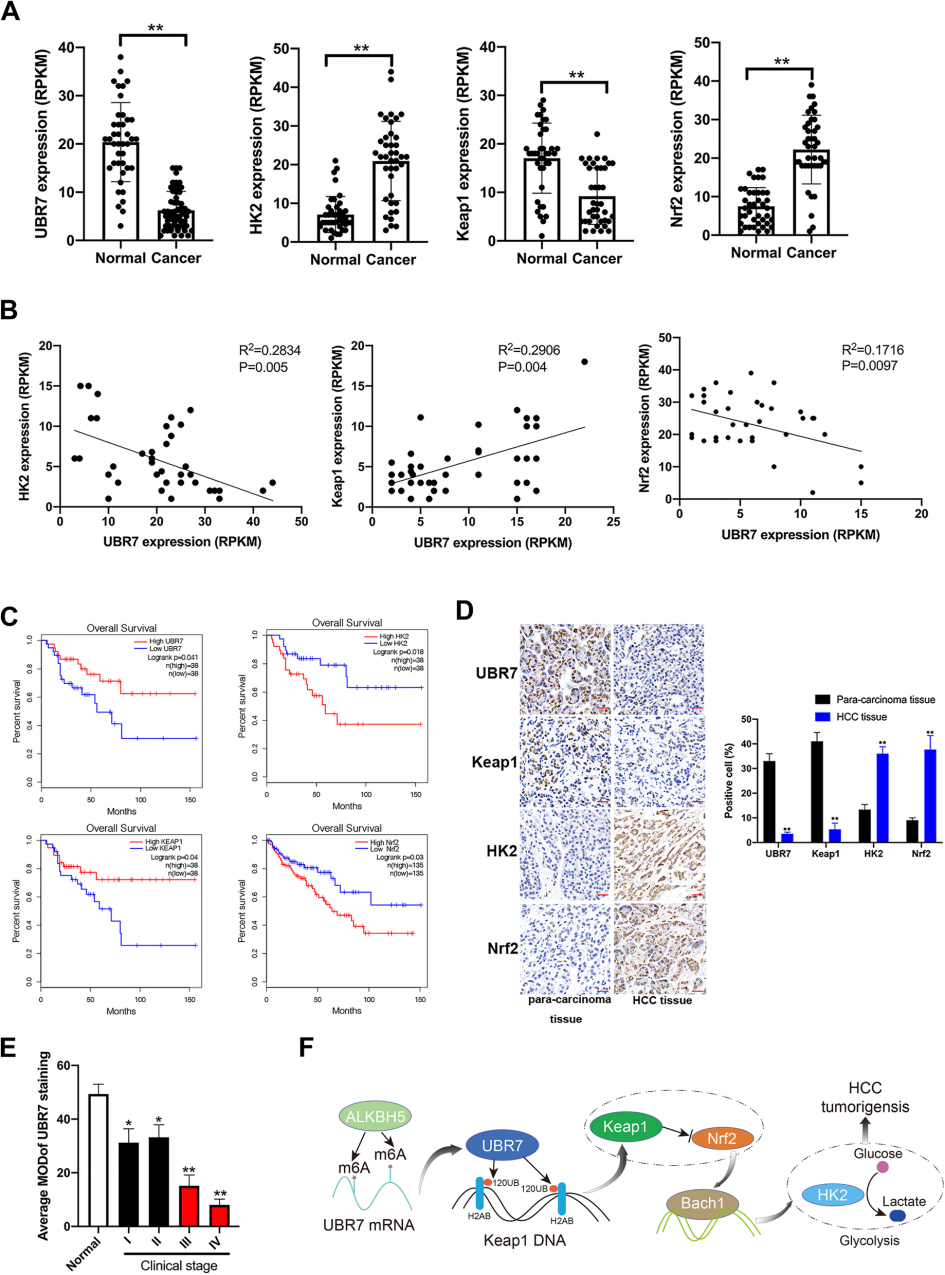
Clinical significance of UBR7 and its association with the Keap1/Nrf2/BACH1/HK2 axis in human HCC tissue. **A** TCGA data analysed the expression level of UBR7, Keap1, Nrf2 and HK2 in hepatocellular carcinoma. **B** The TCGA database analysed the relationship between the expression levels of UBR7, Nrf2 and HK2. **C** The survival of patients with hepatocellular carcinoma. **D** The expression levels of UBR7, Keap1, Nrf2 and HK2 in samples from patients with hepatocellular carcinoma. **E** Relationship between UBR7 and clinical stage of hepatocellular carcinoma. **F** Schematic diagram of UBR7 negatively regulating HK2-mediated glycolysis. *p < 0.05, **p < 0.01

## Discussion

Due to their high substrate specificity, E3 ubiquitin ligase machineries have emerged as attractive therapeutic targets for cancer treatment. Recent years have seen the advent of molecular glues or PROTAC degraders that hijack E3 catalytic activity to specifically target and degrade intracellular disease-driving proteins, which highlights the importance to understand the substrate-bound structures and cellular functions of E3 ligases [27]. Among the seven UBR family members in human, UBR7 is the most divergent one that act specifically within the N-end rule pathway and possesses the PHD finger with similar patterns of Cys and His residue to that of the RING domain [28]. In this study, we report the protective role of UBR7 on HCC carcinogenesis by preventing metabolic reprogramming toward aerobic glycolysis. Mechanistically, UBR7 impedes aerobic glycolysis by mediating transcriptional activation of Keap1 and its downstream Nrf2/Bach1/HK2 signaling via monoubiquitinating histone H2B.

UBR box E3 ligases like UBR1, UBR2, UBR4, and UBR5 are the primary N-recognins, which have a wide variety of physiological substrates and play essential regulatory roles in many signaling pathways, such as apoptosis, G-protein signaling, inflammation, mitochondrial quality control, and replication stress, in well-characterized mechanisms [8]. The link between UBR family and glycolysis is elusive, although UBR5 has been reported to promote aerobic glycolysis in PDAC and promote tumor growth [29]. UBR3, UBR6 and UBR7 don’t bind to N-degrons, and their functions remain largely unknown. In this study, however, we identified UBR7’s inhibitory role in glycolysis for the first time in MHCC-97L cells by our functional screening assay in UBR7-silenced HCC cells. Of note, the effect of UBR7 on lactate acid levels relied on its E3 ubiquitin ligase activity toward H2BK120ub, as supported by the null inhibition of UBR7 catalytic mutant of H163S/H166S.

Growing evidence has highlighted the importance of monoubiquitination as one of the largest histone post-translational modifications. Unlike polyubiquitination, which marks the protein for degradation via the proteasome, monoubiquitination refers to the covalent attachment of a single ubiquitin to specific lysines of histone tails. This post-translational modification on histones was involved in many fundamental cellular processes including transcriptional elongation, DNA damage response, stem cell differentiation and oncogenesis [30, 31]. Monoubiquitination at lysine 120 on histone H2B has tumor suppressive roles as global levels of H2BK120ub are low to absent in advanced cancers. Moreover, classic tumor suppressors, such as p53, BRCA1 or RING finger E3 ubiquitin ligases RNF20 and RNF40, are reported as partners of H2BK120ub interactomes [32]. UBR7 downregulation in HCC patients was dependent on the ALKBH5 mediated m6A modification, which could affect mRNA stability. Consistently, UBR7 loss was observed in both GISTIC database and primary liver tumor samples, suggesting a putative tumor suppressive function. To address this possibility, gain- and loss-of-function assays were performed in HCC cell lines and corresponding xenografts, and liver-specific UBR7 knockout mice (Alb-Cre; UBR7^fl/fl^ mice) exhibited much faster disease progression, indicating the inhibitory effect of UBR7 on HCC tumorigenesis. Similar observations have been found in breast cancer that UBR7 acts as an H2BK120ub ligase and a tumor suppressor[9]. Besides, manumycin polyketide natural products (asukamycin and manumycin A) function as molecular glue between UBR7 and p53 to transactivate p53 and suppress breast cancer [33]. Apparently, aggregated knowledge of H2BK120ub and its interactome like UBR7 might confer new opportunities for therapeutic targeting of malignancy. Despite the anti-cancer function in solid tumors like breast cancer and HCC, UBR7 was identified as transcriptional target of NOTCH1 and played an oncogenic role in T cell acute lymphoblastic leukemia [12]. Thus, further investigation is needed to fully elucidate the conflicting role of UBR7 in cancer.

H2BK120ub has been shown to promote local chromatin relaxation, fostering a more open chromatin structure accessible to transcription factors. Here we demonstrated that Keap1 is a major target downstream of UBR7, and the enrichment of H2BK120ub on its promoter is mediated by UBR7. UBR7-mediated H2BK120ub enrichment boosted the transcriptional activation of Keap1, restraining the downstream Nrf2/Bach1/HK2 signaling. Besides, H2BK120 ubiquitination has been reported to play central roles in histone cross-talk, affecting methylation events on histone H3 by recruiting methyltransferase complexes, which includes H3K4 di- and tri-methylation (H3K4me3), as well as H3K79 tri-methylation (H3K79me3) [32]. Epigenetic modifications, such as enrichment of H3K4Me3 and H3K27Ac on the promoter of KEAP1, was known to regulate KEAP1 expression in colorectal cancer [34]. Furthermore, UBR7 binds to post-nucleosomal H3K4me3 and H3K9me3 histones via its UBR box and PHD finger, triggering reincorporation of post-nucleosomal H3 complexes as a histone chaperone [11]. UBR7 depletion significantly reduced H3K79Me2, which was primarily present in conjunction with H2BK120ub [9]. Therefore, functional crosstalk between H2B ubiquitylation at Lys120 (H2BK120ub) and H3 methylation under regulation of UBR7 on Keap1 expression requires further exploration, which may aid epigenetic drug development in the future.

## Conclusion

Our study illustrates that UBR7 inhibits HCC tumorigenesis via targeting glycolysis, the protective role of which is dependent on its catalytic activity toward H2BK120ub. H2BK120ub probably forms a loose chromatin structure to induce the transcription of Keap1 which negatively regulate the downstream Nrf2/Bach1/HK2 signaling. Pharmaceutical and genetic inhibition of glycolytic enzymes diminishes the stimulatory effect of UBR7 deficiency on tumor growth. The reduced level of UBR7 observed in HCC resulted from its decreased mRNA stability, which was mediated by ALKBH5-dependent m6A modification of specific adenosines in UBR7. Our findings raise the possibility that targeting glycolysis to UBR7 in HCC might be a potential therapeutic strategy.

## Supplementary Information

**Additional file 1.**

## Data Availability

ChIP-Seq and RNA-Seq data can be accessed at GEO with the accession number GSE173454 and GSE173501. All relevant data can be obtained from the author upon request.

## Abbreviations

UBR7: Ubiquitin protein ligase E3 component N-recognin 7
PHD: Plant homeodomain
H2BK120ub: Monoubiquitination of histone H2B at lysine 120
HCC: Hepatocellular carcinoma
UBR: Ubiquitin protein ligase E3 component N-recognin
HK: Hexokinase
shRNA: Small hairpin RNA
siRNAs: Small interfering RNAs
UBR7-WT: BEL-7402 cells expressing wild-type
UBR7-CM: H163S/H166S catalytic-mutant
RNA-seq: RNA-sequencing
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
OCR: Oxygen consumption rate
ChIP-seq: Chromatin immunoprecipitation sequencing
Nrf2: NF-E2-related factor 2
Bach1: BTB domain and CNC homolog 1
2-DG: 2-Deoxyglucose
LND: Lonidamine
DCA: Dicholoroacetate
PDK: Pyruvate dehydrogenase kinase
TCGA: The Cancer Genome Atlas
RIP: RNA-binding protein immunoprecipitation
H3K4me3: H3K4 di- and tri-methylation
H3K79me3: H3K79 tri-methylation

# Supplementary material for: UBR7 inhibits HCC tumorigenesis by targeting Keap1/Nrf2/Bach1/HK2 and glycolysis
**Source:** J Exp Clin Cancer Res. 2022 Nov 24;41:330. doi: 10.1186/s13046-022-02528-6
**Supplement:** Supplementary file 1 — Additional file 1.

**Supplementary methods:**

**Antibodies and Reagent**

UBR7 antibody (ab228911), HK2 antibody (ab209847), Keap1 antibody (ab227828), Nrf2 antibody (ab137550) and Bach1 antibody (ab180853) were purchased form Abcam (Cambridge, United Kingdom). Hemin (S5645), 2-Deoxy-D-glucose (2-DG, S4701), lonidamine (LND, S2610), sodium dichloroacetate (DCA, S8615) and AZD3965 (S7339) were purchased from Selleck.

**Western bolt**

Cells were lysed with RIPA lysate (Beyotime Biotechnology, Beijing, China) containing protease inhibitors, and the protein supernatant was collected; an appropriate amount of protein loading buffer was added to the protein supernatant and boiled for 5 minutes to denature the protein. The proteins were electrophoresed sequentially, transferred and blocked, then the corresponding primary antibodies were added and incubated at 4°C overnight. The corresponding secondary antibody was added and incubation was at room temperature for 1 hour. Exposure was performed using BioImaging Systems instruments to obtain pictures of protein expression.

**Immunohistochemistry**

Paraffin sections and tumor tissue of patients with hepatocellular carcinoma were successively dewaxed, repaired with citric acid antigen, and treated with 3% hydrogen peroxide, followed by serum blocking and antibody incubation. The source of patient tissue specimens has been described in the supplementary table. Finally, the Image-Pro software was used to analyse the positive or negative regions of tissue sections for analysis. The labeling index percentages of UBR7, HK2, Keap1 and Nrf2 were determined by examining ≥1,000 tumor cells in random 3 high-powered fields. The expression levels of HK2, Keap1 and Nrf2 were divided into low expression (＜20% positive cells) and high expression (≥20% positive cells) groups. The expression level of UBR7 was divided into low expression (＜50% positive cells) and high expression (≥50% positive cells) groups

**qRT-PCR**

The total RNA of HCC cells was obtained by the Trizol method and reverse transcribed into cDNA. The subsequent qRT-PCR was performed according to the following primers: 5’- CCAGAACAGGGAAAGGATGA-3’ (UBR7 Forward) and 5’- TCCTGAAGTTTGCAGCCAG -3’ (UBR7 Reverse); 5’- CTCAACCGCTTGCTGTATGC-3’ (Keap1 Forward) and 5’- CTCTGTCTCCACGTCGTAGC-3’ (Keap1 Reverse).

**Chromatin Immunoprecipitation (ChIP) and sequencing**

Using the same primary liver cells as RNA-seq, the ChIP procedure follows the MagnaChIP kit guide (Millipore). The cells were fixed with 1% formaldehyde, and then incubated with H2BK120Ub antibody and rabbit IgG (Millipore); then, the chromatin was sheared and subjected to immunoprecipitation. Specific primers were used and the DNA was divided by qPCR. Then the DNA library was established and sent for sequencing. BWA aln (v0.7.5a) was used to compare the readings with the human genome hg19, and MACS 2.0 with q-value cut-off was used to evaluate the peak call. The peak call analysis of each ChIP-seq is implemented independently. We then created a specific peak list for each marker, including familiar peaks that were repeated at least twice. Annotation and pattern analyses were completed using HOMER (v4.7.2), p value <10^-30^. Use the integrated genomics viewer (IGV 2.3.34) for presentation. The intensity curve of ChIPseq data was completed using ngsplot version 2.61.

**Supplementary Table 1**

**Correlations between UBR7 expression and clinicopathologic features**

**in 47 pairs of HCC patients**

| Variable | Expression of UBR7 | | Total | *P*^a^ |
| --- | --- | --- | --- | --- |
|  | Low | High |  |  |
| Age (years)  ≤50  >50 | 13  20 | 6  8 | 19  28 | 0.825 |
| Gender  Male  Female | 19  11 | 10  7 | 29  18 | 0.760 |
| HBsAg  Negative  Positive | 12  21 | 5  9 | 17  30 | 0.966 |
| AFP  ≤ 20  > 20 | 13  17 | 7  10 | 20  27 | 0.886 |
| γ-GT (U/L)  ≤54  >54 | 15  17 | 7  8 | 22  25 | 0.989 |
| Liver cirrhosis  No  Yes | 11  21 | 5  10 | 16  31 | 0.944 |
| Tumor Diameter (cm)  ≤5  >5 | 21  9 | 6  11 | 27  20 | 0.021 |
| Tumor Differentiation  I+II  III+IV | 21  11 | 5  10 | 26  21 | 0.038 |
| TNM stage  I  II+III | 20  9 | 12  6 | 32  15 | 0.869 |

^a^*p*-value < 0.05 was considered statistically significant. *p*-values were calculated using the Pearson chi-square test.

**Supplementary Figures**

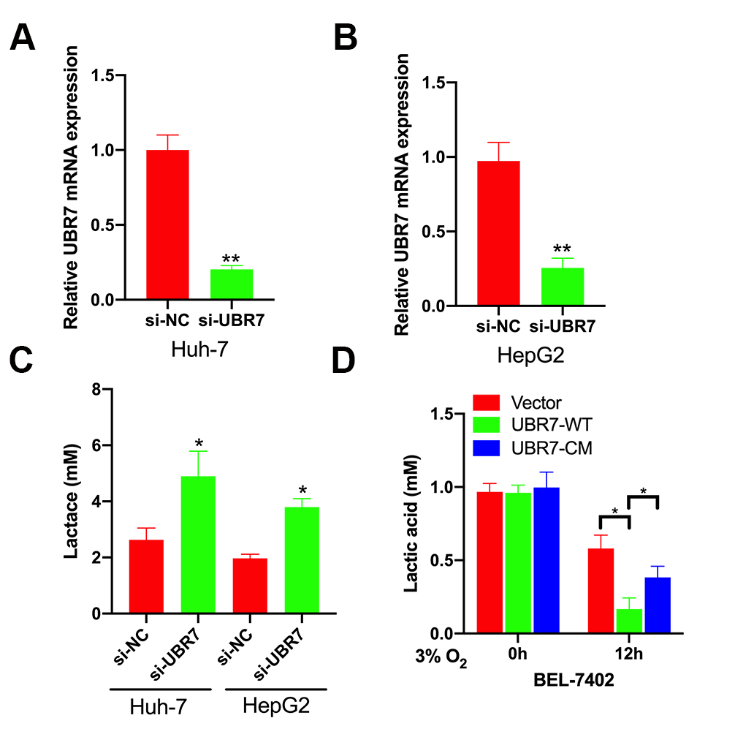

**Supplementary Fig. 1** **Effects of UBR7 on lactate secretion of HCC cells.** (**A**, **B**) UBR7 was knocked out in Huh-7 and HepG2 cells to detect the expression level of UBR7mRNA. (**C**) Lactate secretion levels in Huh-7 and HepG2 cells knocked out of UBR7. (**D**) BEL-7402 cells overexpress UBR7-WT or UBR7-CM (H163S/H166S catalytic-mutant) to detect lactate secretion. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01.

**Supplementary**
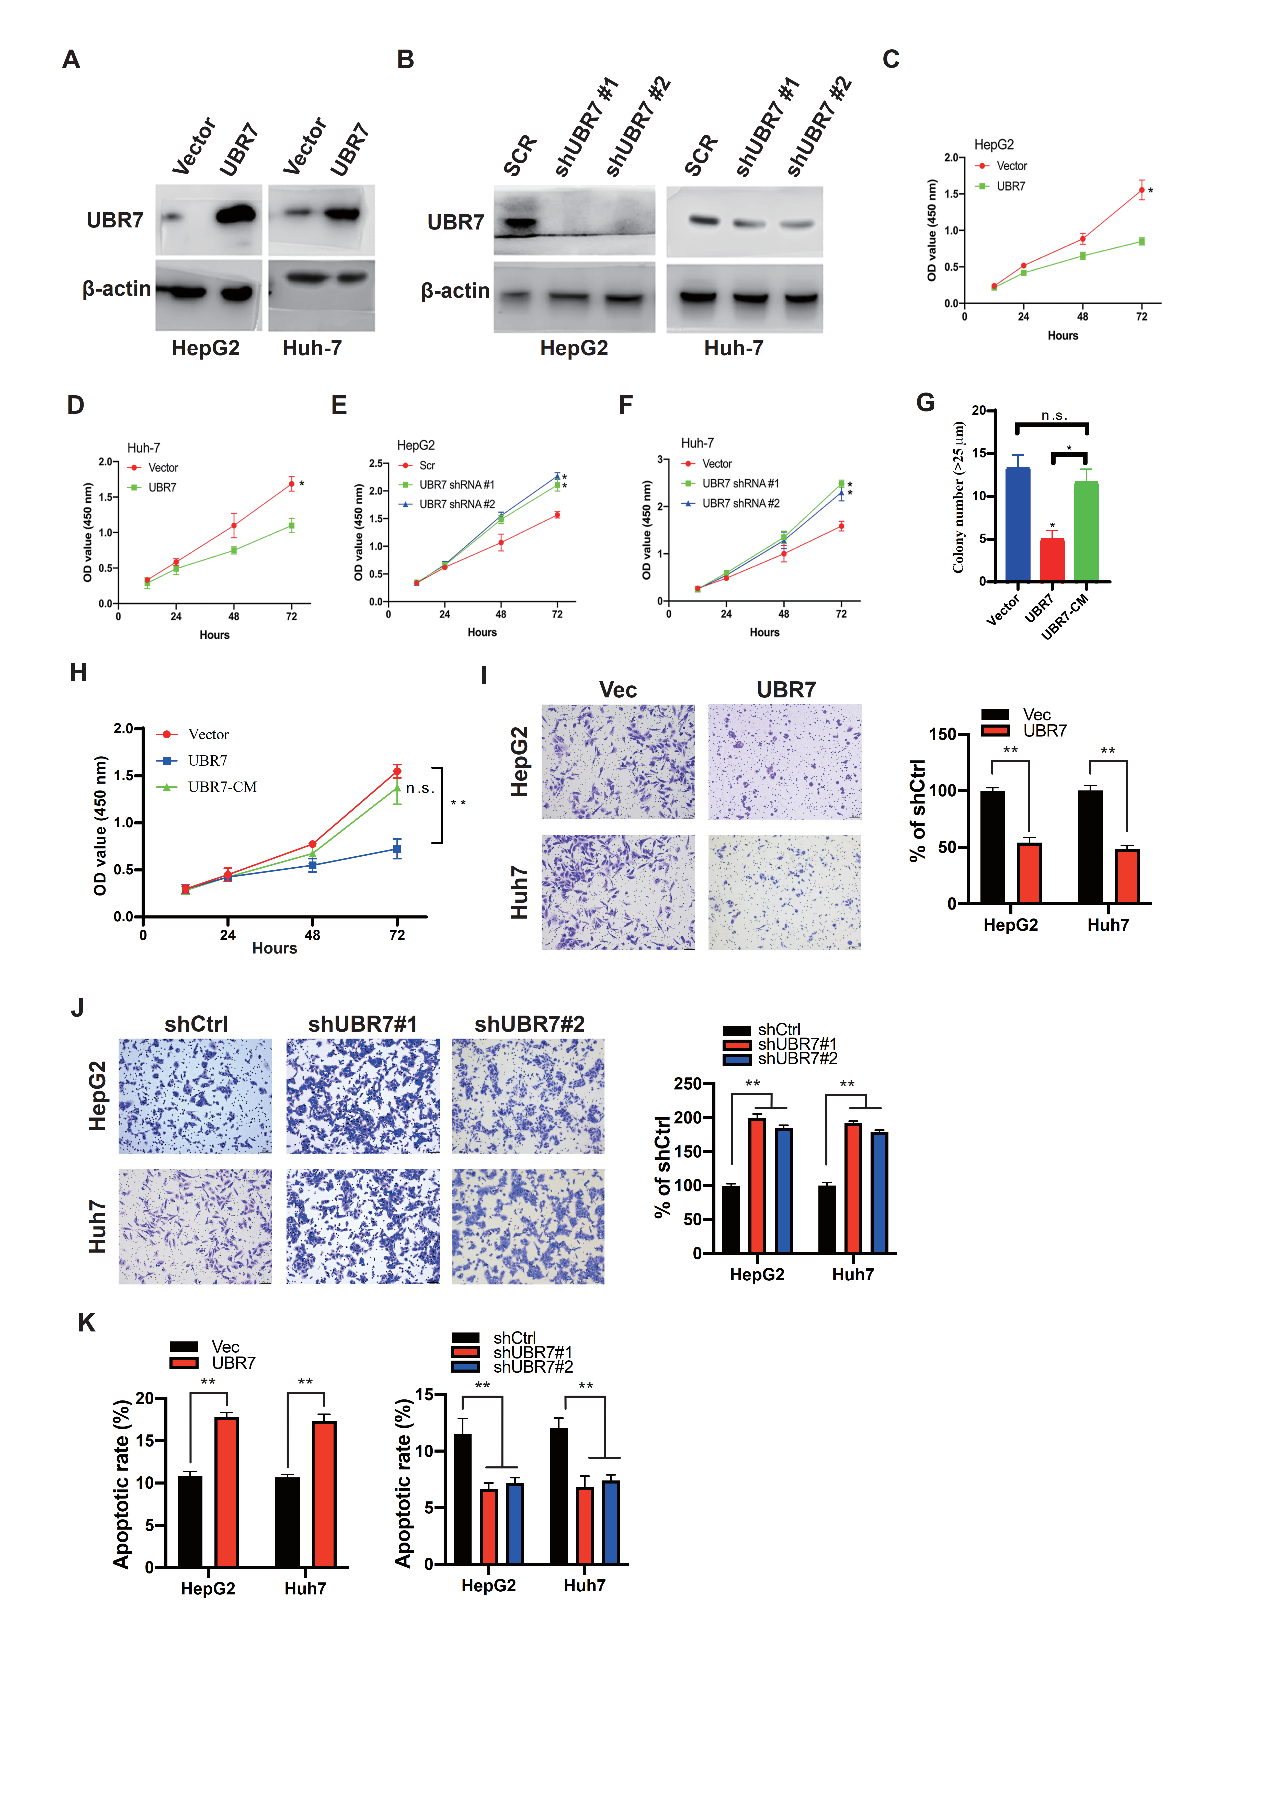
**Fig. 2** **The effect of UBR7 on cell viability of HCC cells.** (**A**, **B**) Western blot was used to detect the expression level of UBR7 in HepG2 and Huh-7 cells. (**C**, **D**) Cell viability of Huh-7 and HepG2 cells upon UBR7 overexpression. (**E**, **F**) Cell viability of Huh-7 and HepG2 cells knocked out UBR7. (**G**, **H**) The clonal sphere forming ability and cell viability of BEL-7402 cells overexpressing UBR7-WT or UBR7-CM. (**I, J**) Cell invasion of Huh-7 and HepG2 cells that were either overexpressing or silencing UBR7. (**K**) Cell apoptosis of Huh-7 and HepG2 cells when overexpressing or silencing UBR7. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01, n.s. = no difference.

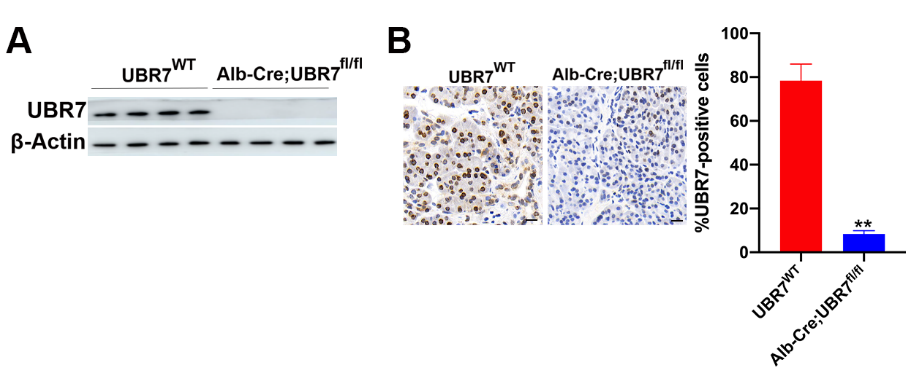

**Supplementary Fig. 3** **UBR7 protein expression level in Alb-Cre; UBR7^fl/fl^ mice**. Western blot (**A**) and immunohistochemical staining (**B**) were used to detect the expression of UBR7 in Alb-Cre; UBR7^fl/fl^ and UBR7^WT^ mice. The scale bar in B was 100μm.

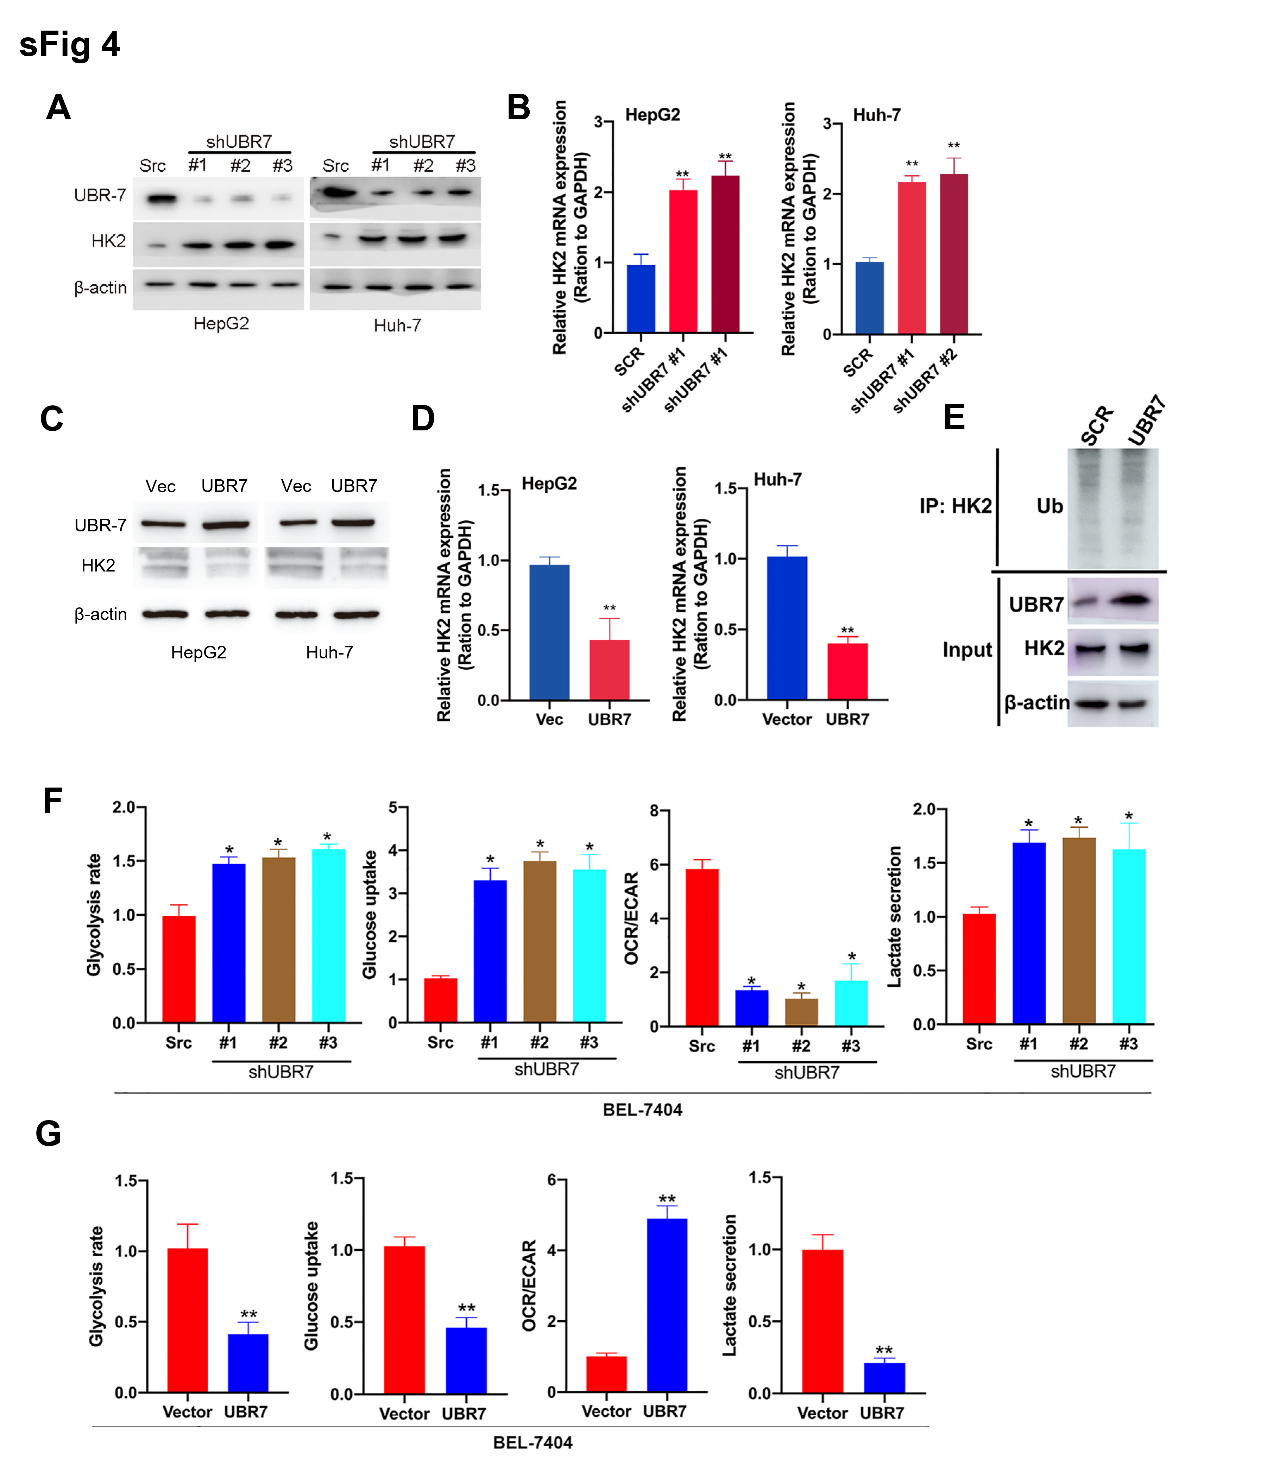

**Supplementary Fig. 4** **Effect of overexpression or knockout of UBR7 on glycolysis in HCC cells.** (**A**, **B**) HepG2 and Huh-7 cell lines were transiently transfected with shUBR7, and Western blot and qRT-PCR were used to detect HK2 protein and mRNA expression. (**C, D**) HepG2 and Huh-7 cells overexpressed UBR7 stably, and western blot and qRT-PCR were used to detect HK2 protein and mRNA expression. (**E**) Co-immunoprecipitation was used to detect the ubiquitination level of HK2 protein by UBR7. (**F**) Glycolysis, glucose uptake, OCR and lactate secretion levels in BEL-7404 cells knocked out UBR7. (**G**) Glycolysis, glucose uptake, OCR and lactate secretion levels in BEL-7404 cells overexpressing UBR7. Data are shown as mean ± SD of three independent experiments. *p < 0.05, **p < 0.01.

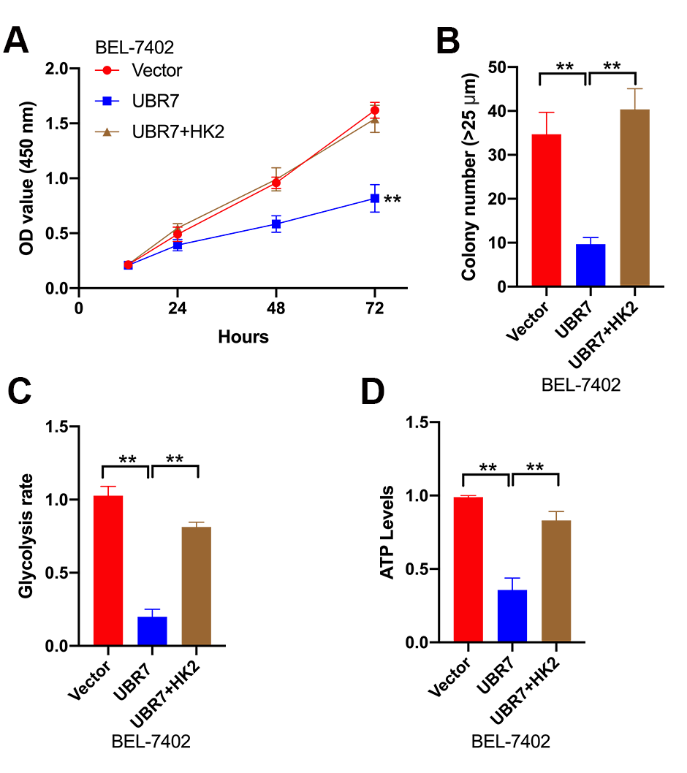

**Supplementary Fig. 5** **Effects of overexpression of UBR7 and HK2 on HCC cell function and glycolysis.** Cell viability (**A**), clonal formation (**B**), glycolysis rate (**C**) and ATP levels (**D**) in BEL-7402 cells overexpressing UBR7 and HK2. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

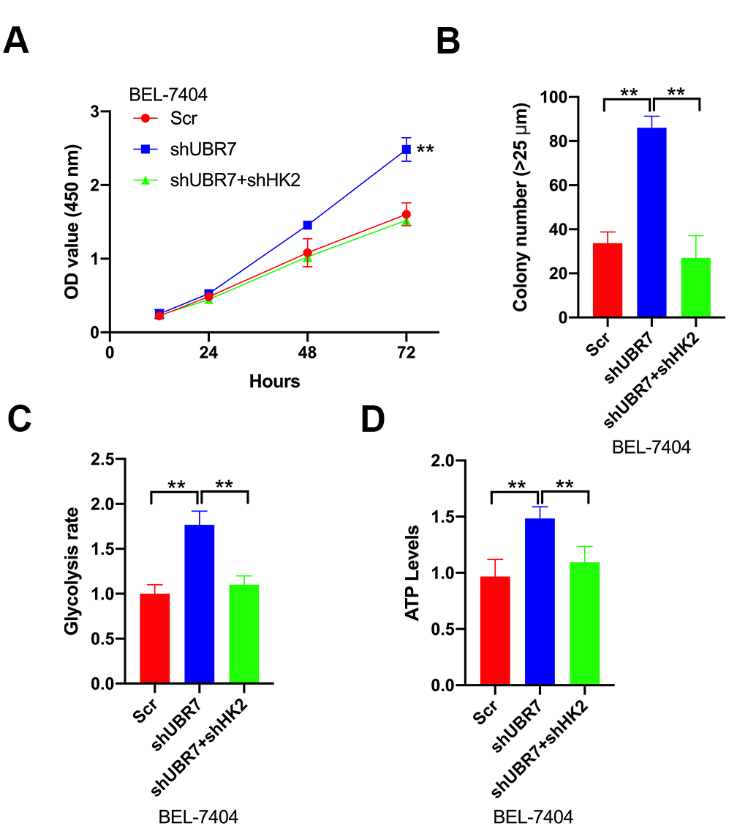

**Supplementary Fig. 6** **Knock out UBR7 and HK2 to detect the proliferation and glycolysis of HCC cells.** Cell viability (**A**), clonal formation (**B**), glycolysis rate (**C**) and ATP levels (**D**) in BEL-7404 cells knocked out of UBR7 and HK2. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

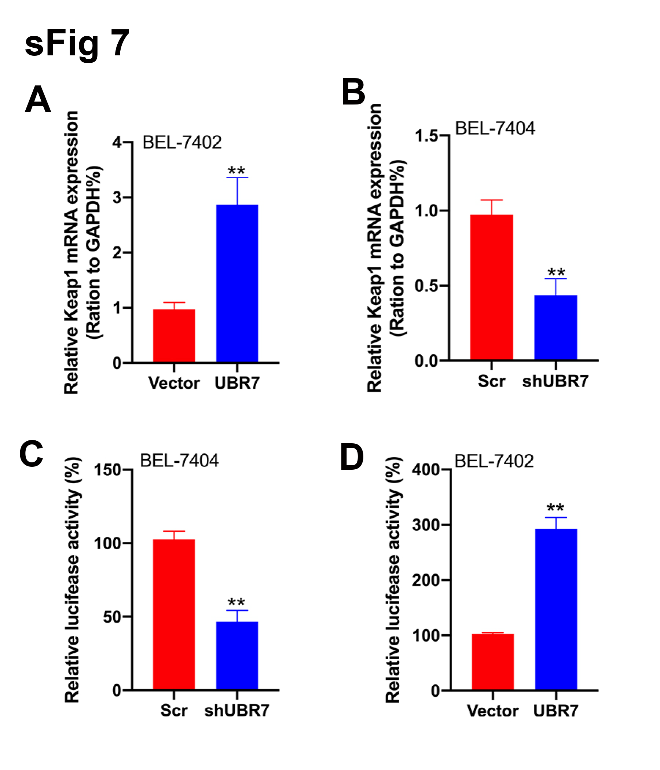

**Supplementary Fig. 7** **UBR7 promotes Keap1 expression.** (**A**, **B**) Overexpress or knock out UBR7 to detect Keap1 mRNA level. (**C**, **D**) Fluorescein reporter gene analysis UBR7 binds to H2B on Keap1 in BEL-7402 cells overexpressing UBR7 and BEL-7404 knocked out UBR7. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

**Supplementary**
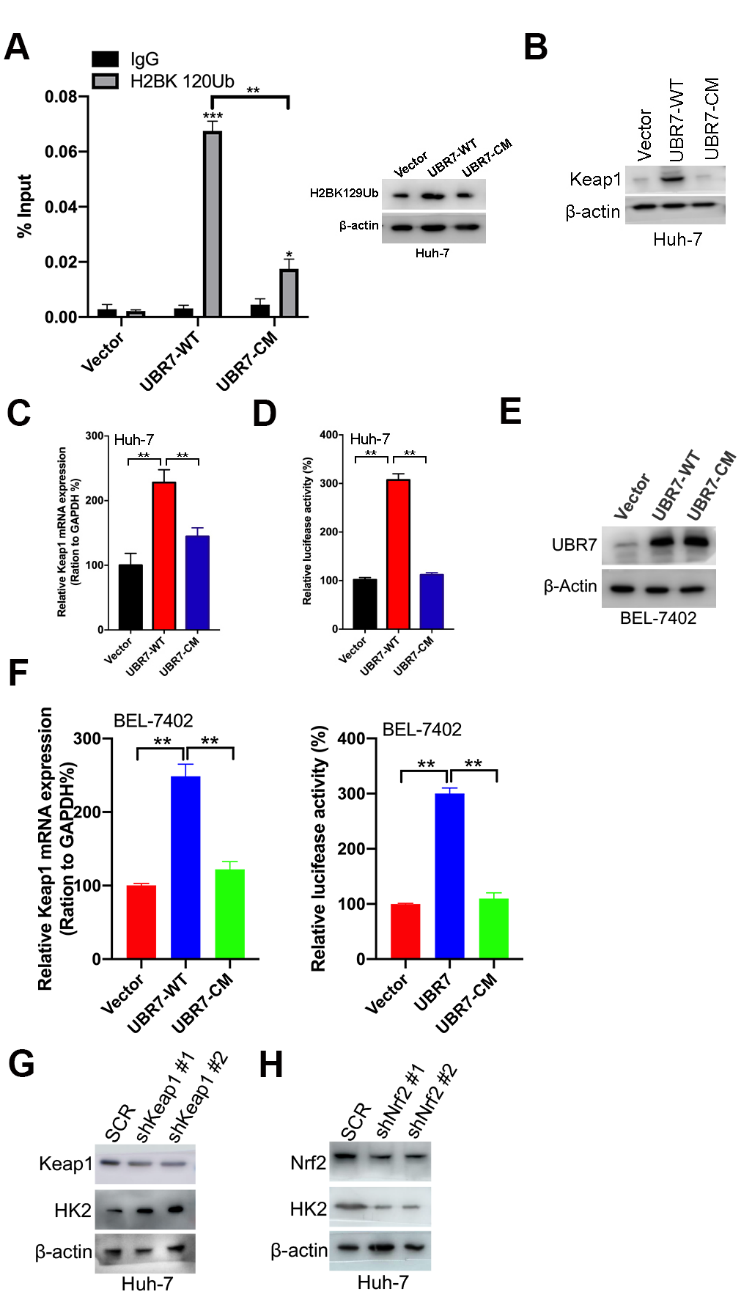
**Fig. 8** **UBR7-CM affects Keap1 expression.** (**A**) Bar graph of qPCR enrichment of H2BK120Ub ChIP in Huh-7 cells expressing UBR7-WT or UBR7-CM. (**B**, **C**) Keap1 expression levels in Huh-7 cells overexpressing UBR7-WT or UBR7-CM. (**D**) Fluorescein reporter gene analysis UBR7 binds to H2B on Keap1 in Huh-7 cells overexpressing UBR7-WT or UBR7-CM. (**E**) Western blot was used to detect the expression levels of UBR7 in BEL-7402 that overexpression UBR7-WT or UBR7-CM. (**F**) Left: BEL-7402 cells overexpressing UBR7-CM were used to detect Keap1 mRNA levels. Right: Fluorescein reporter gene analysis UBR7 binds to H2B on Keap1 in BEL-7402 cells overexpressing UBR7-CM. (**G**, **H**) Immunoblot was used to detect the protein expression levels of HK2 in Huh-7 cells knocked out Keap1 or Nrf2. Data are shown as mean ± SD of three independent experiments. **p < 0.01, ***p < 0.001.

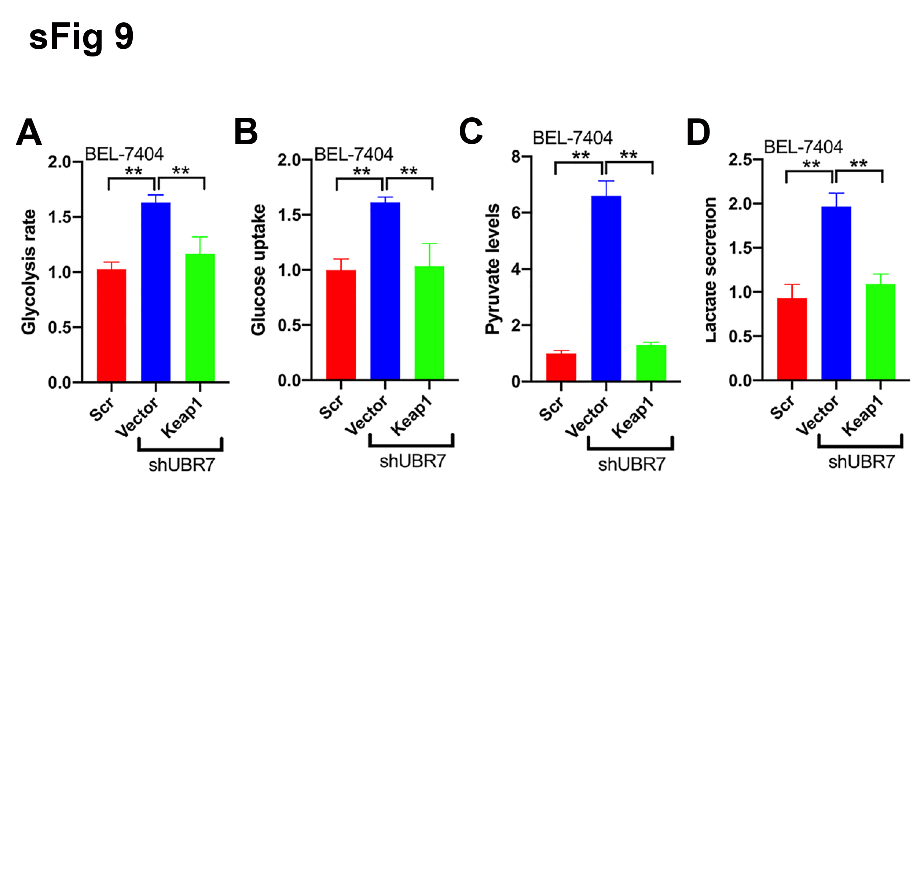

**Supplementary Fig. 9** **Keap1 affects the regulation of glycolysis by UBR7.** Glycolysis rate (**A**), glucose uptake (**B**), Pyruvate levels (**C**) and Lactate secretion levels (**D**) were detected in BEL-7404 cells overexpressing Keap1 and knocking out UBR7. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

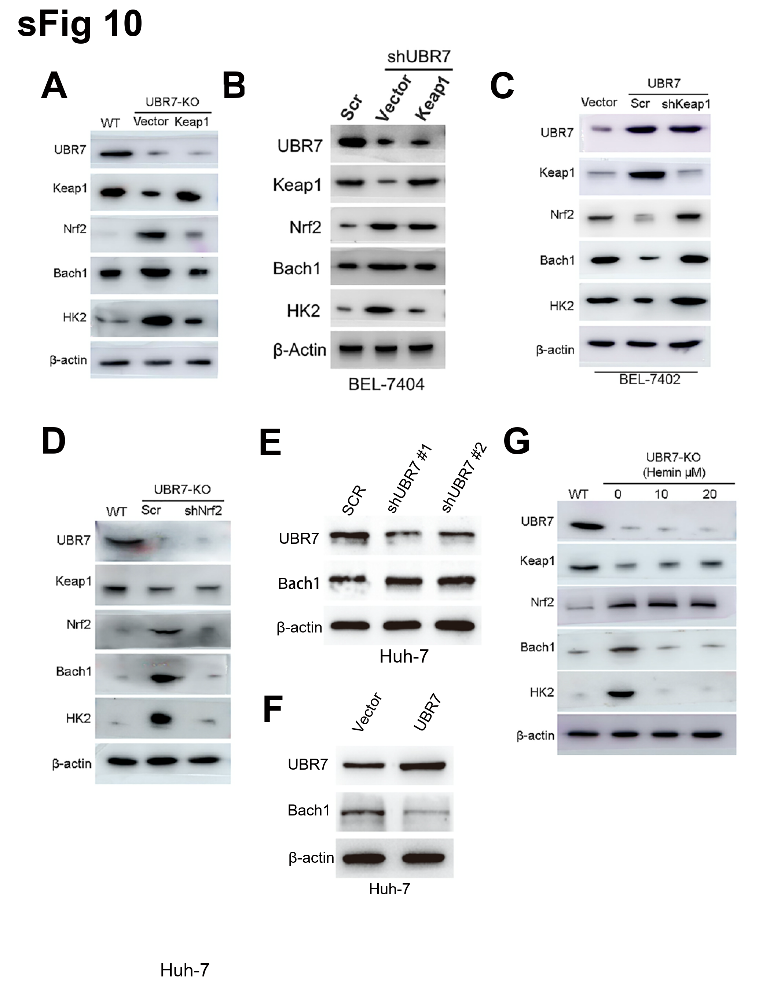

**Supplementary Fig. 10** (**A**) Immunoblot was used to detect the protein expression levels of Keap1, Nrf2, Bach1 and HK2 in UBR7-KO cells overexpressed Keap1. (**B**) Western blot was used to detect the expression levels of UBR7, Keap1, Nrf2, Bach1 and HK2 proteins in BEL-7404 cells that knocked out UBR7 and overexpressed Keap1. (**C**) The protein expression levels of Keap1, Nrf2, Bach1 and HK2 were detected by immunoblot in BEL-7402 cells overexpressing UBR7 and knocking out Keap1. (**D**) Immunoblot was used to detect the protein expression levels of Keap1, Nrf2, Bach1 and HK2 in UBR7-KO cells knocked out Nrf2. (**E**) Western blotting analysis of Bach1 expression levels upon UBR7 silencing in Huh-7 cells. (**F**) Western blotting analysis of Bach2 expression levels upon UBR7 silencing in Huh-7 cells. (**G**) Immunoblot was used to detect the protein expression levels of Keap1, Nrf2, Bach1 and HK2 in UBR7-KO cells treated with Hemin.

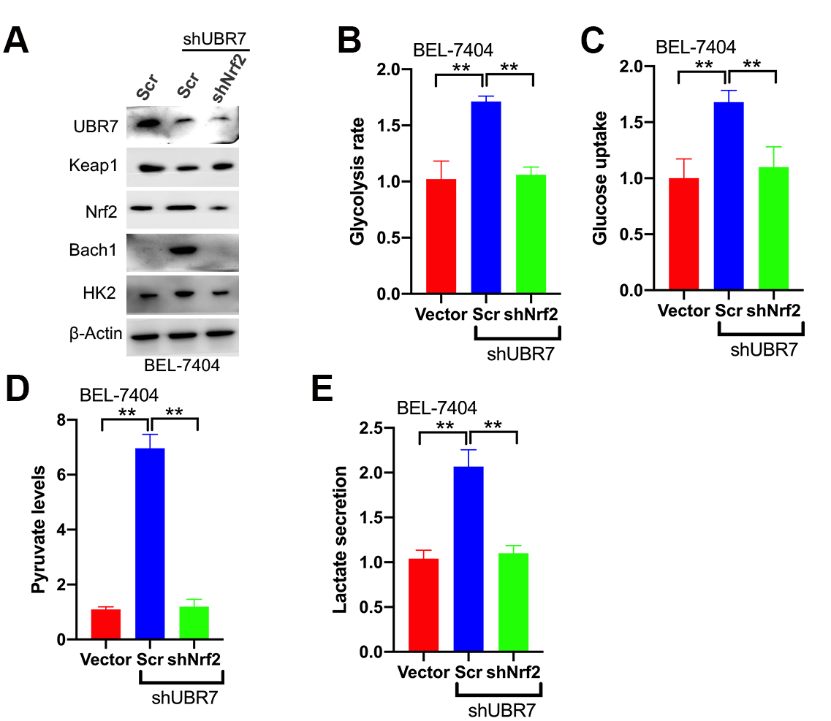

**Supplementary Fig. 11** **Nrf2 affects the regulation of glycolysis by UBR7.** (**A**) Western blot was used to detect the expression levels of UBR7, Keap1, Nrf2, Bach1 and HK2 proteins in BEL-7404 cells that knocked out UBR7 and Nrf2. Glycolysis rate (**B**), glucose uptake (**C**), Pyruvate levels (**D**) and Lactate secretion levels (**E**) were detected in knocked out UBR7 and Nrf2 BEL-7204 cells knocked out UBR7. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

**Supplementary**
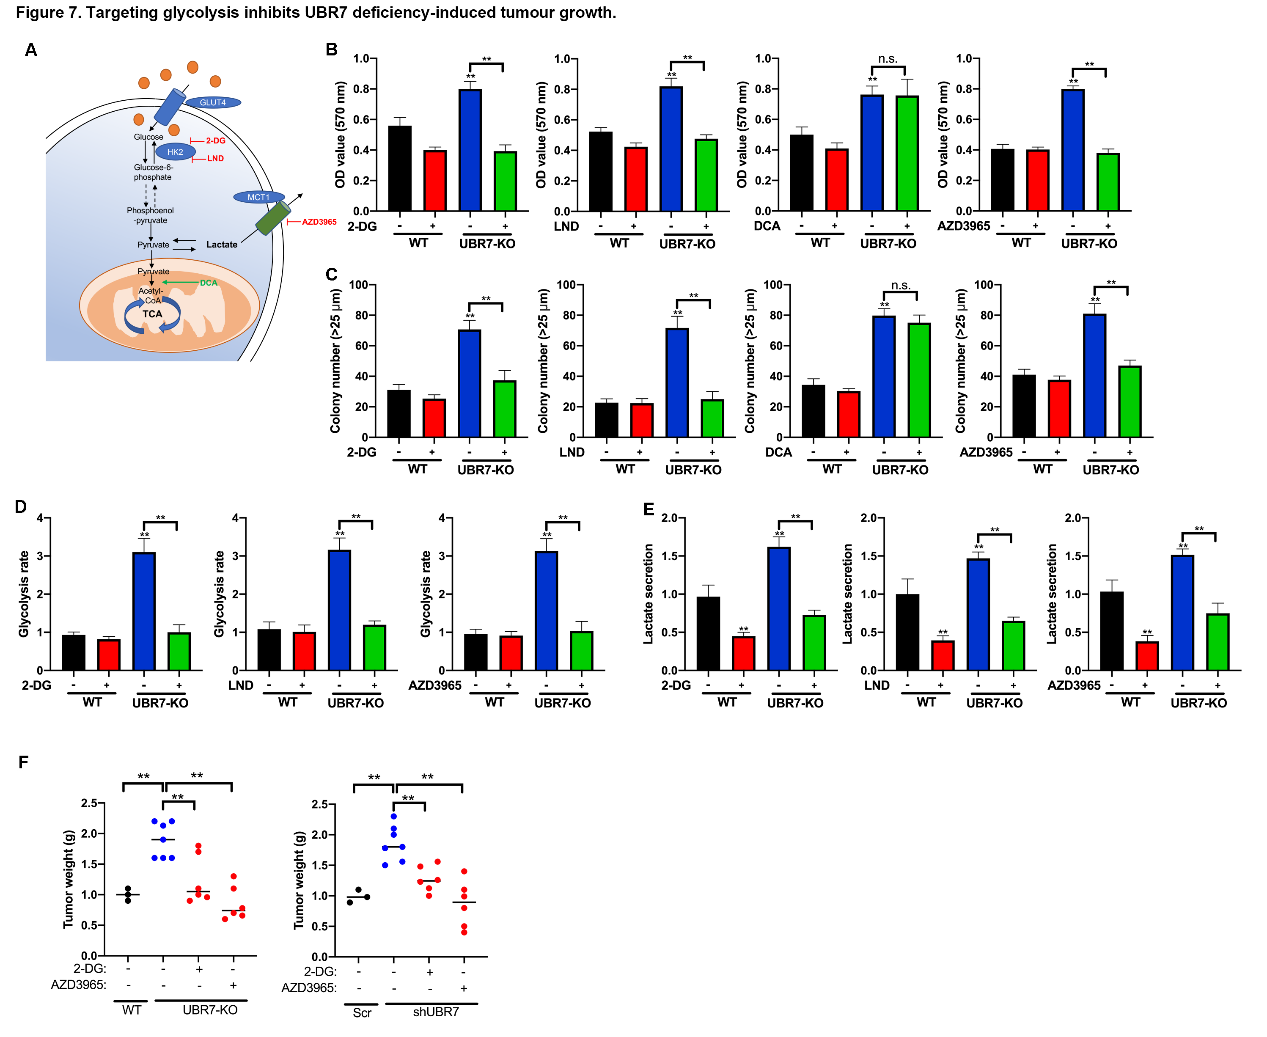
**Fig. 12 Targeting glycolysis inhibits UBR7 deficiency-induced tumour growth.** (**A**)Various enzymes and their inhibitors (red) and activator (green) in the sugar metabolism pathway. (**B**, **C**)2-DG, LND, DCA, and AZD3965 inhibitors were used to treat UBR7-KO (Alb-Cre;Ubr7^fl/fl^) cells to detect cell viability and cloning ability. (**D, E)** 2-DG, LND and AZD3965 treated UBR7-KO cells to detect glycolysis levels and lactate secretion levels. (**F)** After treatment with 2-DG and AZD3965, UBR7-KO cells and UBR7 knockout cells affected the size of xenograft tumours. Data are shown as mean ± SD of three independent experiments. **p < 0.01.

**Supplementary**
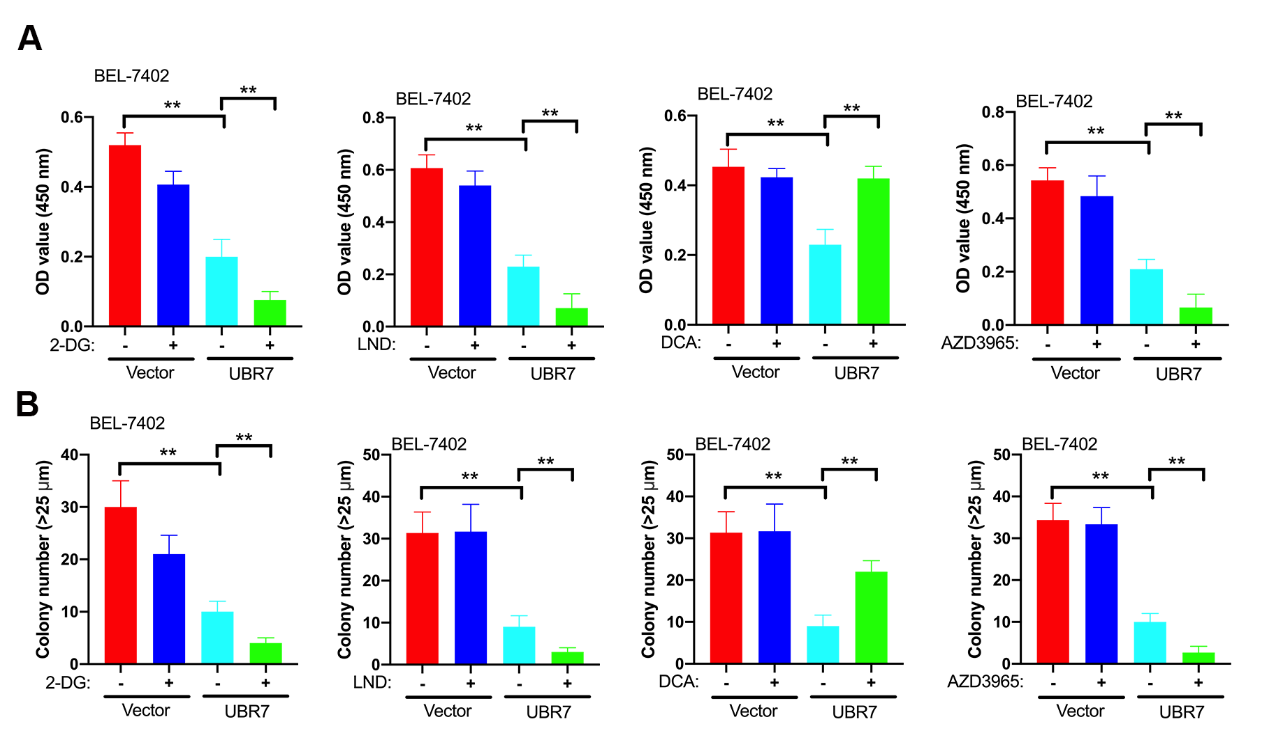
**Fig. 13** **Targeting glycolysis inhibits UBR7 overexpression-induced cell growth.** 2-DG, LND, DCA and AZD3965 treated BEL-7402 overexpressing UBR7 to detect cell viability (**A**) and clone formation (**B**). Data are shown as mean ± SD of three independent experiments. **p < 0.01.

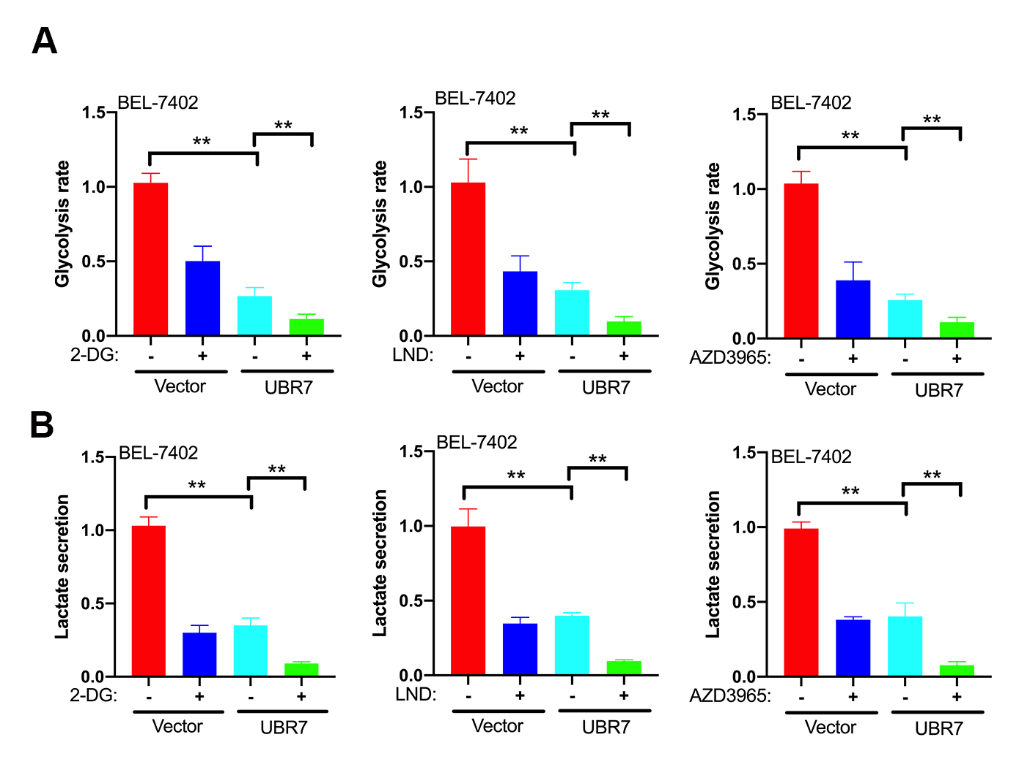

**Supplementary Fig. 14** **Targeting glycolysis inhibits UBR7 overexpression-induced glycolysis.** 2-DG, LND, DCA and AZD3965 treated BEL-7402 overexpressing UBR7 to detect glycolysis rate (**A**) and lactate secretion (**B**). Data are shown as mean ± SD of three independent experiments. **p < 0.01.

**Supplementary**
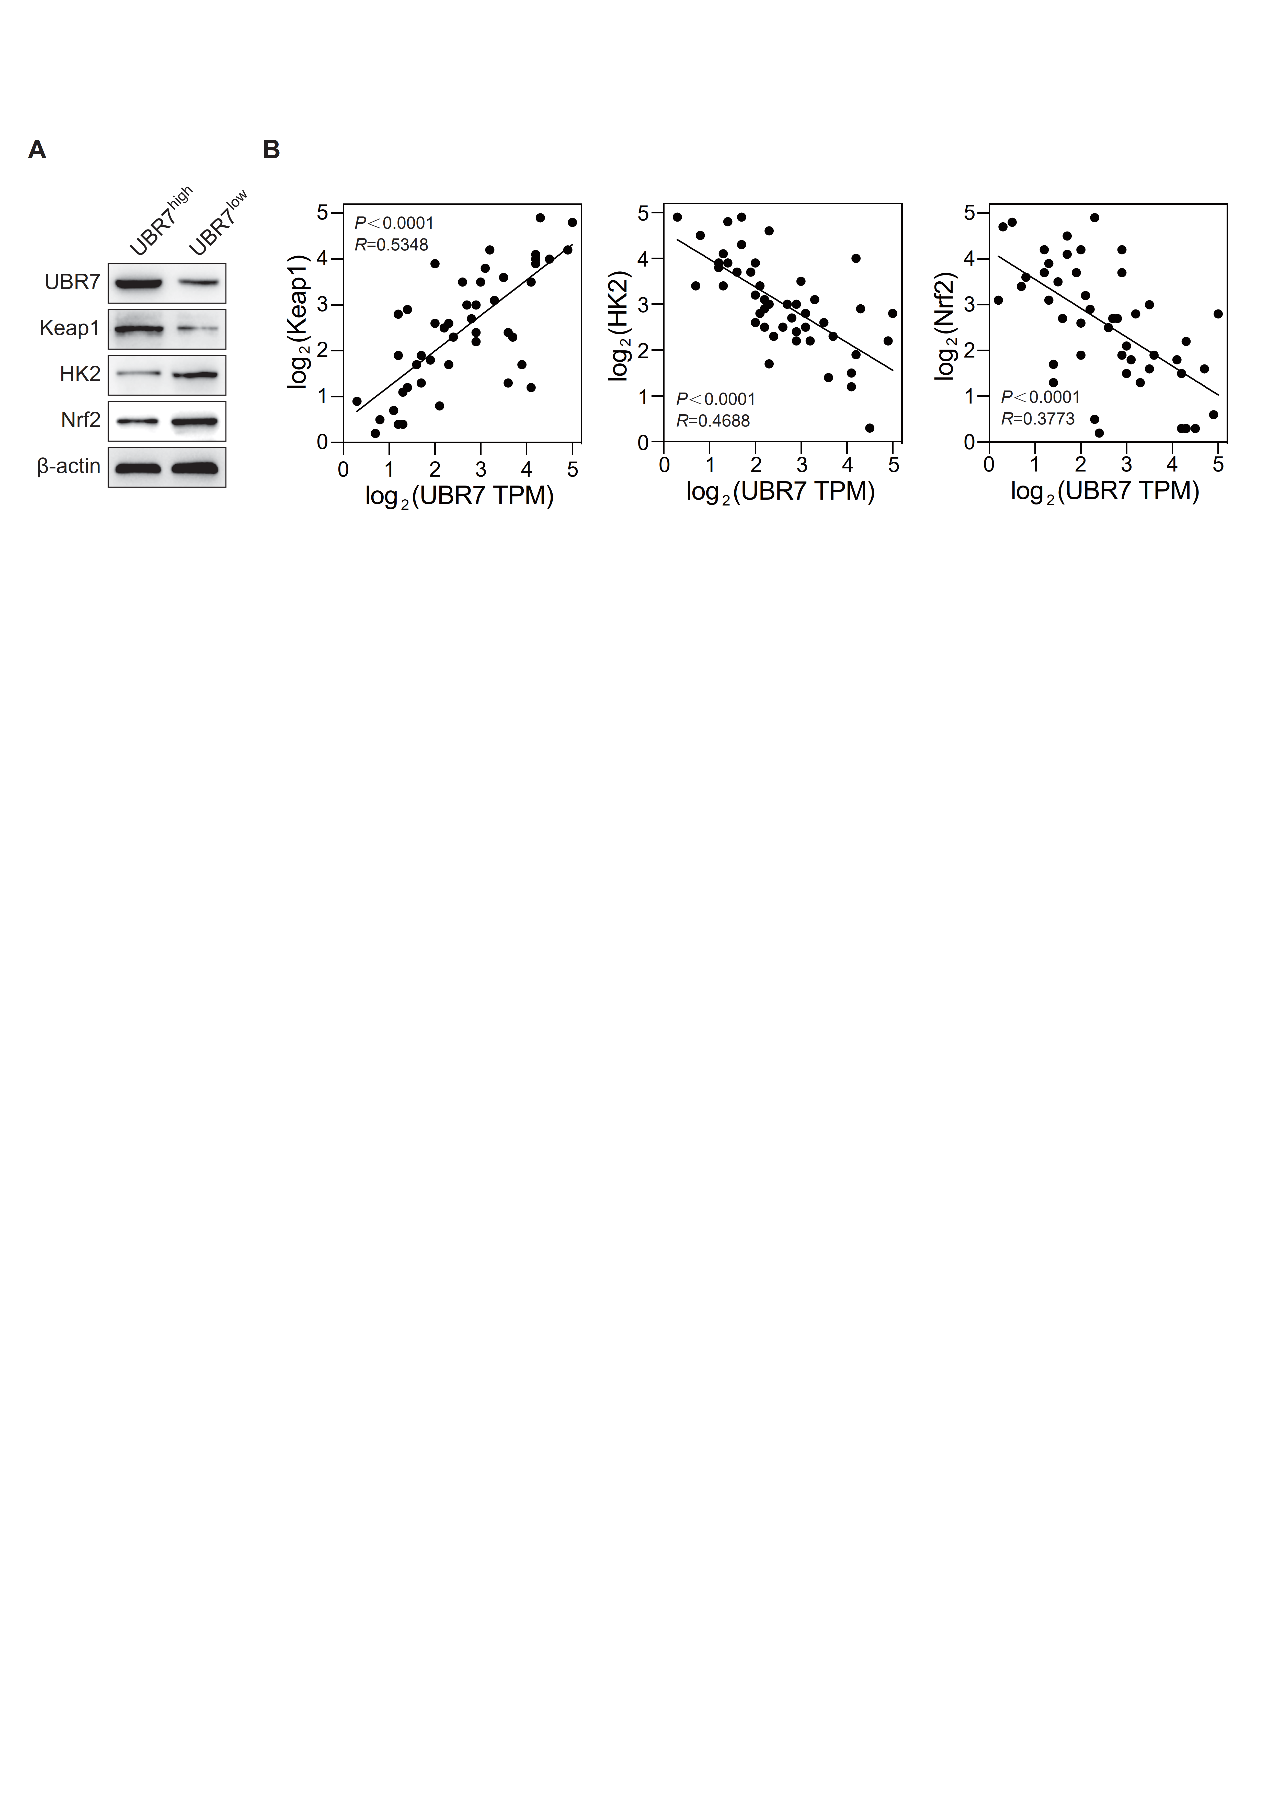
**Fig. 15** **The correlation of UBR7-Keap1/Nrf2/HK2 axis in HCC patients.** (**A**) Protein levels of UBR7, Keap1, HK2 and Nrf2 were determined by western blot from clinical liver tissue. (**B**) Correlation between UBR7 and Keap1/Nrf2/HK2 in HCC patients. The pair-wise Pearson correlation coefficient and the corresponding p-value between two genes were calculated.

How the deposited data were processed for this re-analysis (not part of the article)

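RNA from liver cells of 3 WT and 3 Alb-Cre;UBR7 fl/fl mice was sequenced on the Illumina HiSeq platform. According to the paper, the authors compared the reads with the human reference genome GRCh38 using Bowtie2 and analysed differential genes with DESeq2. The counting tool, the annotation release and any filter are not named in the text of the paper. The authors deposited FPKM values, which are already divided by transcript length and by the read total, in 2 columns that they name as the mean value of each genotype. Each value is printed here as the authors' mean value, with no SD and no n. All columns of values in the table were used. Its identifiers are human Ensembl transcripts. The samples were grouped by genotype as their labels give it.

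From the deposited values, log2(FPKM + 1) was computed with a pseudocount of 1, and the difference between Alb-Cre;UBR7 fl/fl and WT was taken for each transcript with at least 1 FPKM in at least 1 of the 2 columns. A transcript was called higher at a difference of at least 2 and lower at -2 or less. The design fixed before the data were examined called for a test across 6 samples with an adjusted p-value, for a filter over at least 3 samples and for tests of gene sets. With 1 value per genotype, the test and the filter over samples could not be carried out. The calls therefore rest on the fold alone, and the filter was adapted to the columns. The gene sets were not tested, because a human annotation was not used here to name the genes. Comparing many transcripts with 1 value each gives no estimate of the variation between mice. The fixed rule for transcripts to be named was the 5 with the largest change in each direction, with at least 1 FPKM in the higher genotype, and the genes that the paper names. Because only a mouse annotation was at hand to name genes and a human annotation was not used here, 2 were named in each direction, and Ubr7, Keap1, Nfe2l2, Bach1, Hk2, the glycolysis genes and the NRF2 targets are not reported.

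The read totals were recovered from the ratios of the columns at low transcripts and from reads being whole numbers, taking the smallest totals, reads and lengths that fit. Reads and lengths are therefore lower bounds. The procedure was tested on a simulated table of 60000 transcripts. Both totals were recovered with a difference of 0 reads, 99.98% of the values were reached by whole reads, 83.8% of the 54963 transcripts above 0 in both columns had the exact reads in WT and none had more than the true reads. In the same table, 99% of 200 transcripts changed by a known fold were called in the right direction, and 2 of 59800 unchanged transcripts were called. The changed transcripts all lay well above the filter and their fold was well past the limit, so that most had to be called. Read sampling was the only variation simulated, without differences between mice or reads shared by transcripts. These 2 results therefore give no error rate for the calls in the deposited columns. Where a transcript is listed at 0, the floor is 3 reads. The depth of the columns limits transcripts with few reads most, and Alb-Cre;UBR7 fl/fl more than WT. If reads were counted on several transcripts, which was not tested, the values of those transcripts are not independent measurements.

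Alternatives were a pseudocount of 0.1, no filter, at least 1 FPKM in both columns, quantile normalization, median centring and a limit of 1 in place of 2. A minimum of 50 recovered reads and the removal of the transcripts between the pseudoautosomal Y chromosome identifiers were added after the data were seen. The table follows genome order as far as the pseudoautosomal identifiers show it, since the 156 copies on X (rows 201312 to 207942) come before those on Y (rows 207943 to 208848). The position of Ubr7 was taken from GENCODE M21. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The ChIP-seq data of the paper were not analysed here.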

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

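The tests of transcripts with at least 10 reads and of the Y chromosome transcripts were chosen only after the result was seen.

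The genes of the identifiers were not looked up, so whether the paper discusses the genes of the following transcripts is not known. Of the transcripts, 133 were listed at 0 in WT and had at least 1 FPKM in Alb-Cre;UBR7 fl/fl, although WT had the larger read total. The opposite, 0 in Alb-Cre;UBR7 fl/fl and at least 1 FPKM in WT, was found for 475 transcripts. Read sampling at unequal depth was tested by drawing reads with 1 level per transcript and the 2 read totals, which gave a median of 107 such transcripts over 100 draws (81 to 135). This number is too high by an unknown amount, because the recovered reads are lower bounds. In the simulated table with known reads, 14 such transcripts were present, and 13 were redrawn from the true reads but 43 from the recovered reads. When recovered lengths under 300 were raised to at least 300, the median of the draws was 2. The draws thus depend on the recovered lengths, and for the transcripts with few reads they do not settle how many arose by read sampling. Sampling does not account for the 133 as a whole: 51 had at least 10 recovered reads in Alb-Cre;UBR7 fl/fl, and read sampling at unequal depth gave a median of 0 such transcripts and a highest number of 0. Of these 51, 37 lie in the stretch of the Y chromosome described next, and 14 lie elsewhere, for which no biological explanation was tested.

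The other signal is a stretch of 750 transcripts listed between the blocks of identifiers that mark pseudoautosomal copies on the Y chromosome, where 33 of the 90 higher transcripts and 20 of the 23 higher transcripts listed at 0 in WT are found. Values above 0 were given for 124 of the 750 in Alb-Cre;UBR7 fl/fl and for 74 in WT. At least 1 FPKM was given for 79 of the 750 in Alb-Cre;UBR7 fl/fl and for 5 in WT. The 2 transcripts with the largest rise gave 298 and 196 of the summed FPKM in Alb-Cre;UBR7 fl/fl. They are listed in adjacent rows, and whether they share reads was not tested. The summed FPKM of the 750 was 938 against 24.7. The summed FPKM was thus 38.01 times higher in Alb-Cre;UBR7 fl/fl, whereas it was 1.27 times higher over the 156 pseudoautosomal Y identifiers, which X also carries, and 1.03 times higher over all transcripts. Read sampling at unequal depth gave a median of 0 higher transcripts in this stretch and a highest number of 2 over 100 draws. A candidate explanation is that the cells behind the columns differ in whether they carry a Y chromosome. The ratio of 38.01 does not test this, since the stretch was chosen for that difference, and this explanation cannot be told apart from others. The paper states that all of its mice were male, which goes against a difference in the sex of the mice, and the labels give no sex. Where such a difference would come from was not tested, and it cannot be separated from the genotype with 1 value per genotype. Without these transcripts, 57 transcripts were higher.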

How the results depend on the processing

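No paired analysis was possible because the columns carry no replicates: each genotype has 1 value per transcript. For the same reason, leaving out each sample in turn and the replicate block were not run. The tests with an adjusted or unadjusted p-value and the test against a fold limit were not run either. Neither were the alternatives for counts (other normalizations and another count test). The log2 fold changes of single genes named by the paper were not run, because a human annotation was not used here. The tests of the glycolysis and NRF2 target gene sets were not run for that reason either.

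Past the limit, more transcripts were lower than higher under each of the alternatives that were run. With a pseudocount of 0.1, 429 transcripts were higher and 2890 lower. With at least 1 FPKM in both columns, which removes transcripts that are low in either genotype, 32 were higher and 512 lower. With a limit of 1 in place of 2, 1013 were higher and 5615 lower. Without the transcripts between the pseudoautosomal Y identifiers, an alternative chosen after their values were seen, 57 were higher and 1037 lower. The cause of these shifts was not tested beyond what each setting changes. The other alternatives stayed within 1.5 times the counts of 90 and 1037: 132 and 837 with quantile normalization, 130 and 843 with median centring, and 70 and 967 with at least 50 recovered reads, also chosen after the data were seen. Removing the filter gave 90 and 1037 and shows no stability, since a transcript under 1 FPKM in both columns cannot reach the limit.

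The share of lower transcripts among those past the limit was 92.0%, and 86.4% with quantile normalization and 86.6% with median centring. The medians of the columns differ by -0.15 on the log2 scale, and relative to this shift fewer transcripts are past the lower limit and more past the higher one. Over all transcripts compared, 60.1% were lower as deposited, 45.6% with quantile normalization and 43.8% with median centring. Centring moves every transcript by the same amount and so fixes this last share, which is no evidence of a direction. The depth limits what low values can show, as the Alb-Cre;UBR7 fl/fl column rests on 14197506 reads.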

Differences from the paper's values

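The paper reports 369 down-regulated genes, whereas 1037 transcripts were lower in the deposited values by at least 2 on the log2(FPKM + 1) scale. The 2 numbers count different things, genes that passed the paper's test and transcripts past a fold limit with no test. Of the alternatives set before the data were examined, only the requirement of at least 1 FPKM in both columns, with 512 transcripts, came within 1.5 times the paper's number. The others did not: 2890 with a pseudocount of 0.1, 1037 with no filter, 837 with quantile normalization, 843 with median centring and 5615 with a limit of 1. The 2 alternatives added after the values were seen did not either, with 967 transcripts at a minimum of 50 recovered reads and 1037 without the transcripts between the pseudoautosomal Y identifiers.

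For the 104 genes that the paper reports as up-regulated, the corresponding 90 transcripts lie within 1.5 times the paper's number. This was not so for 429 transcripts with a pseudocount of 0.1, 32 with at least 1 FPKM in both columns, 1013 with a limit of 1 and, chosen after the values were seen, 57 without the transcripts between the pseudoautosomal Y identifiers. The 90 also count transcripts and not genes. When those within 10 rows of each other were joined, they formed 23 groups, and the 1037 lower transcripts formed 174. Neither number of groups lies within 1.5 times the paper's number of genes. Whether a group is 1 gene was not tested.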

Other observations

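The tests of how the columns were made, and the removal of the trend on length with the overall median kept, were chosen only after the result was seen; the other tests of the split between lower and higher transcripts were chosen before their results.

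The 1037 lower against 90 higher transcripts were weighed against technical explanations. Read sampling at unequal depth gave a median of 29 lower transcripts over 100 draws with 1 level per transcript (19 to 46) and of 15 higher transcripts (8 to 31), numbers that the lower bounds on reads inflate. Sampling alone thus gave 1.93 times as many lower as higher transcripts, but few of either. After median centring, which removes an overall difference in scaling, 6.48 times as many transcripts were lower as higher. Neighbouring transcripts past the limit were also joined, in case several transcripts of 1 gene were counted with the same reads. After joining, 7.57 times as many groups were lower as higher. The log2 difference varied little with recovered length, from a median of -0.15 to a median of -0.06 over 20 bins of length, and with these medians subtracted 926 transcripts were lower and 117 higher, 7.92 times as many. Most of this change is the overall shift already covered by median centring: with the overall median kept, 1041 were lower and 92 higher, 11.3 times as many, so the trend on length alone moved the split little. Neither median centring nor joining neighbours brought the ratio under 2. Removing the trend on length did not either. With bin medians only between -0.15 and -0.06 it could hardly do so, and it leaves open an effect of length among the transcripts past the limit. A difference between single libraries or animals cannot be told apart from the genotype, because there is 1 value per genotype, and the split is therefore not called biological here.

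The header calls the values a mean, but each column lies on the steps of 1 read total. A mean of the FPKM of 3 libraries with unequal totals would break these steps. In simulated tables, 0.679% of 13112 low transcripts fell on ratios of whole numbers up to 6 when each column was the mean of 3 libraries, and 60.9% of 9870 when each column was 1 library. The deposited columns gave 53.7%. Whether the reads of the 3 libraries were pooled before FPKM was computed or whether each column holds 1 library cannot be told apart, since the ratio of the totals, 1.7254, is possible under both.

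The paper describes Keap1 as up-regulated in the RNA-seq data (Fig. 5C) and as reduced in the primary liver cells by other assays (Fig. 5G, H). The deposited values were not used to look at this, because a human annotation was not used here to name the genes of its identifiers. All identifiers were human and 74.4% of them were above 0 in WT, although the samples are labelled as mouse. Which organism the sequenced RNA came from was not tested. Whether the columns come from the labelled mouse cells is therefore left open, and the genotype of each column rests on its name.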
